# Transcriptional Analysis of PRRSV-Infected Porcine Dendritic Cell Response to *Streptococcus suis* Infection Reveals Up-Regulation of Inflammatory-Related Genes Expression

**DOI:** 10.1371/journal.pone.0156019

**Published:** 2016-05-23

**Authors:** Gaël Auray, Claude Lachance, Yingchao Wang, Carl A. Gagnon, Mariela Segura, Marcelo Gottschalk

## Abstract

The porcine reproductive and respiratory syndrome virus (PRRSV) is one of the most important swine pathogens and often serves as an entry door for other viral or bacterial pathogens, of which *Streptococcus suis* is one of the most common. Pre-infection with PRRSV leads to exacerbated disease caused by *S*. *suis* infection. Very few studies have assessed the immunological mechanisms underlying this higher susceptibility. Since antigen presenting cells play a major role in the initiation of the immune response, the *in vitro* transcriptional response of bone marrow-derived dendritic cells (BMDCs) and monocytes in the context of PRRSV and *S*. *suis* co-infection was investigated. BMDCs were found to be more permissive than monocytes to PRRSV infection; *S*. *suis* phagocytosis by PRRSV-infected BMDCs was found to be impaired, whereas no effect was found on bacterial intracellular survival. Transcription profile analysis, with a major focus on inflammatory genes, following *S*. *suis* infection, with and without pre-infection with PRRSV, was then performed. While PRRSV pre-infection had little effect on monocytes response to *S*. *suis* infection, a significant expression of several pro-inflammatory molecules was observed in BMDCs pre-infected with PRRSV after a subsequent infection with *S*. *suis*. While an additive effect could be observed for CCL4, CCL14, CCL20, and IL-15, a distinct synergistic up-regulatory effect was observed for IL-6, CCL5 and TNF-α after co-infection. This increased pro-inflammatory response by DCs could participate in the exacerbation of the disease observed during PRRSV and *S*. *suis* co-infection.

## Introduction

The porcine reproductive and respiratory syndrome (PRRS), caused by a RNA virus (PRRSV), is characterized by weak live-born pigs, severe pneumonia, reduction in growth performances, mortality, and abortions [1]. At least two genotypes of PRRSV can be distinguished: PRRSV type 1 (with different sub-types), which comprises strains from Europe; and PRRSV type 2, which includes strains from North America [2]. This disease has become the most prevalent in pigs worldwide and is responsible for great economic losses [3]. It has been proposed that the immune response during PRRSV infection is characterized by an altered innate immune response and a weak and delayed adaptive immune response [4].

*Streptococcus suis* serotype 2 is an important swine bacterial pathogen responsible for meningitis, septicemia with sudden death and other infections in pigs. It is also an emerging zoonotic agent [5–7]. *S*. *suis* usually infects pigs via the respiratory tract by colonizing the palatine and nasopharyngeal tonsils, potentially disseminating to the draining lymph nodes of the upper respiratory tract [8]. By mechanisms not well understood, virulent strains of *S*. *suis* will cross the first natural lines of the host defense and enter the bloodstream to initiate disease. Among the described potential virulence factors [9], the capsular polysaccharide (CPS) displays anti-phagocytic properties and interferes with internalization of *S*. *suis* by dendritic cells (DCs), monocytes/macrophages and neutrophils [10–13]. Interestingly, some studies originally suggested that *S*. *suis* may eventually be internalized by phagocytes and travel intracellularly in the bloodstream (Trojan Horse theory) [14]. The pathology caused by *S*. *suis* has been mainly associated with an excessive inflammatory response [15,16], through the production of pro-inflammatory cytokines and chemokines by cells of the immune system such as monocytes/macrophages [17,18] and DCs [11].

Previous studies have shown increased severity of disease in animals where PRRSV was found in co-infection with a wide range of pathogens [19–24], while others were controversial [25,26]. More precisely, PRRSV and *S*. *suis* co-infection cases are frequently observed in the field, but relatively few scientific studies have yet documented this interaction. In *S*. *suis*-infected piglets, pre-infection with PRRSV has been shown to induce a higher mortality rate compared to those infected by either PRRSV or *S*. *suis* alone [24,27,28]. An enhanced bacteremia and bacterial tissue colonization of co-infected animals was also observed, with both PRRSV and *S*. *suis* found in the bloodstream [24,29]. Piglets born from PRRSV-infected gestating sows were also shown to be more susceptible to a subsequent *S*. *suis* infection [30]. Although it has been suggested that the higher susceptibility of co-infected animals might be due to an immunomodulation induced by the PRRSV infection, the exact mechanisms involved in such interactions are still unknown [28].

Monocytes/macrophages and DCs are antigen presenting cells (APCs) that take up pathogens, process these, and present pathogen-derived antigens to other cells of the adaptive immune system. They are both important mediators of the innate immune response which recognize conserved pathogen-associated molecular patterns (PAMPs) through their expression of pattern recognition receptors (PRRs). While monocytes are involved in the inflammatory response to infection, DCs are professional APCs and are key cells that can shape the adaptive immune response as they provide a link between innate and adaptive immunity [31,32].

In this study, the *in vitro* response of PRRSV-infected porcine DCs and monocytes to a further *S*. *suis* infection was investigated. The effect of PRRSV on the phagocytosis and intracellular survival of *S*. *suis* by both cell populations was first assessed. A genomic approach was then used to compare the gene expression profiles, mainly those involved in inflammation, of both cell types infected with *S*. *suis*, with or without a previous infection with PRRSV.

## Materials and Methods

### Animals

Six week-old Dutch Landrace pigs were purchased from a high health status herd, which was shown to be negative for PRRSV and other major porcine respiratory diseases, including enzootic pneumonia, swine pleuropneumonia and porcine circovirus-associated diseases. This herd did not show any enzootic episode of acute disease due to *S*. *suis* for at least the last three years. All animal experiments were conducted in accordance with the ethical guidelines and policies of the Canadian Council of Animal Care and specifically approved by the Animal Welfare Committee of the University of Montreal (certificate number RECH-1570).

### *S*. *suis* and PRRSV strains and culture conditions

The wild-type virulent *S*. *suis* serotype 2 strain P1/7 has been widely used in previous studies [33]. In some experiments, and for comparison purposes, its isogenic non-encapsulated mutant, Δ*cps2f*, was also used [34]. Bacteria were grown overnight on Todd-Hewitt agar (Becton Dickinson, Sparks, MD, USA) or sheep blood agar plates at 37°C. Three colonies were then isolated and cultured for 8 h in Todd-Hewitt broth (THB, Becton Dickinson) at 37°C without agitation. Ten μl of a 1/1,000 dilution of the 8 h cultures were then transferred into 30 ml of THB and incubated at 37°C for another 16 h. Bacteria were washed twice in phosphate-buffered saline (PBS; pH 7.3). The bacterial pellet was resuspended and adjusted to a concentration of 5 x 10^8^ Colony Forming Units (CFU)/ml, as determined by plating samples onto THA using an Autoplate® 4000 Automated Spiral Plater (Spiral Biotech, Norwood, MA).

The IAF-Klop PRRSV genotype 2 strain, previously isolated in Canada, was used [35]. The PRRSV virus stock was obtained by freezing and thawing MA104-derived monkey kidney (MARC-145) cells infected with the PRRSV. Virus was then purified by ultracentrifugation (3.5 h at 83,000 x *g*) on a 30% sucrose gradient in Tris-buffered saline (pH 7.5). Virus pellets were resuspended in PBS and frozen at -70°C for further use. The virus stock was titrated by assessing the 50% tissue infectious dose (TCID_50_) in MARC-145 cells as previously described [36]. Titres of 10^7.5^ TCID_50_/ml were obtained for the virus stocks used in this study.

### Monocyte isolation and BMDC generation

For monocyte isolation, pig blood from four different animals was collected in 10 ml EDTA-coated vacutainers and independently processed (BD Bioscience, Mississauga, ON, Canada). The vacutainers were centrifuged for 30 min at 400 x *g* and the buffy coat resuspended in 7.5% PBS-EDTA and layered on a 60% FICOLL-PAQUE® Plus gradient (GE Healthcare Bio-Sciences, AB, Uppsala, Sweden) to isolate peripheral blood mononuclear cells (PBMCs). Monocytes were further isolated as described elsewhere [37]. Briefly, PBMCs were incubated for 20 min with anti-human CD14 microbeads (Miltenyi Biotec Inc., Auburn, CA), and CD14^+^ monocytes were positively selected using the Magnetic Activated Cell Sorting system (MACS®; Miltenyi) and plated in 24-well plates (Fisher Scientific, Pittsburgh, PA).

Bone marrow-derived DCs (BMDCs) were generated as previously described [11]. Briefly, hematopoietic cells were isolated from the femur bone marrow of four different animals and independently processed. Following erythrocyte lysis, cells were cultured in complete RPMI-1640 medium supplemented with 10% heat-inactivated fetal bovine serum, 2 mM L-Glutamine, 10 mM HEPES, and 100 U/ml Penicillin-Streptomycin (all reagents from Invitrogen, Life Technologies Inc., Burlington, ON, Canada). This complete medium was complemented with 100 ng/ml of porcine recombinant GM-CSF (rpGM-CSF; Cell Sciences, Canton, MA, USA). Cells (5 x 10^5^ cells/ml) were cultured in 10 ml of complete medium at 37°C in a 5% CO_2_ incubator. After 3 days of culture, 10 ml of fresh complete medium with rpGM-CSF was added, and at day 6, half of the medium was removed and replaced with fresh complete medium containing rpGM-CSF. Cells were harvested after 8 days of culture and plated in 24-well plates (Fisher Scientific). Cells were characterized and confirmed as DCs as previously described [11].

### *In vitro* PRRSV infection, *S*. *suis* infection and co-infection

Cells were plated at 1 x 10^6^ cells/ml in 1 ml of complete RPMI and rested for 3 h before use. For PRRSV infection, medium was removed and replaced with 300 μl of serum-free complete RPMI with PRRSV IAF-Klop (MOI of 0.1) for 2 h. The wells were washed twice with PBS to remove free virus and 1 ml of complete RPMI was added to each well. The amount of PRRSV genome RNA was determined at different incubation times in both blood monocytes and BMDCs, using a RT-qPCR assay as previously described [38]. The QIAamp Viral RNA kit (Qiagen) was used to isolate viral RNA from PRRSV-infected cell lysates according to the manufacturer’s instructions. A commercial PRRSV RT-qPCR diagnostic kit (NextGen, Tetracore Inc., Gaithersburg, MD, USA) was used for PRRSV quantification as recommended by the manufacturer. The PRRSV RT-qPCR results were expressed in cycle threshold (Ct).

For co-infection experiments, cells were infected with PRRSV as described above. After 2 h of infection, cells were washed with PBS. *S*. *suis* strain P1/7 was then added at a MOI of 1 (1 x 10^6^ CFU) for the phagocytosis assays or at a MOI of 0.1 (1 x 10^5^ CFU) for the microarray assay. Bacteria were left in culture with the cells from 30 min to 5 h for phagocytosis and intracellular survival assays, respectively, and 12 h for the microarray assay. A lower bacterial MOI was used for microarray assays since otherwise toxicity killed more than 75% of cells at 12 h of incubation (results not shown). In parallel studies, virus-infected cells were left without bacterial infection (virus infection alone) or were virus-mock infected, similarly incubated and then infected with *S*. *suis* (bacterial infection alone). Finally, virus- and bacterial-mock infected cells were used as negative controls. Under the conditions used, low cell toxicity levels were confirmed for all conditions using Cytotox 96 kit (Promega, Madison, WI) from culture supernatants according to manufacturer’s instructions.

### Phagocytosis assay and intracellular survival

Bacterial phagocytosis and intracellular survival assays were performed as previously described with some modifications [11]. Briefly, *S*. *suis* P1/7 (MOI:1) was added to each well and phagocytosis was left to proceed for either 30 min, 60 min or 90 min. Incubation time was chosen based on our own previous published results [11]. For co-infections, cells were pre-infected with PRRSV IAF-Klop as described in the previous section. For each incubation time, extracellular bacteria were killed by adding penicillin G (5 μg/ml) and gentamicin (100 μg/ml) (Sigma, Oakville, ON, Canada) for 1 h. Cells were then washed three times with PBS and the last wash kept as a control to ensure all extracellular bacteria were killed. One ml of sterile water was then added to each well in order to lyse the cells. The number of viable intracellular bacteria was assessed by plating serial dilutions of the lysates on THA plates. The number of CFU/ml in the final suspension was determined by plating samples onto THA as described above. To study intracellular survival, bacteria were left for 60 min to be internalized by the cells. As described above, a penicillin G and gentamicin solution was added but this time, cells were cultured for an additional 1 h, 3 h or 5 h in the presence of antibiotics. Cells were then processed as described above and the surviving intracellular bacteria counted.

### Cell activation for microarray studies: homogenization and extraction of total RNA from monocytes and BMDCs

12 h following bacterial infection, supernatants were removed from the wells of infected and control cells and 600 μl of lysis buffer (Qiagen, Mississauga, ON, Canada) was added. Incubation time was chosen based on preliminary data of the kinetics of eight pro-inflammatory genes evaluated by qRT-PCR (data not shown). Shorter incubation times showed low and inconsistent results and higher incubation times led to high toxicity. Total RNA was isolated using an RNeasy minikit with on-column DNase digestion (Qiagen). RNA extraction was performed as per the manufacturer’s instructions and each RNA sample was divided into two aliquots (one for microarray, the other for qPCR) that were kept at -80°C until use.

### Agilent microarray analysis

RNA samples were sent to the McGill University and Genome Quebec Innovation Centre (Montréal, Québec, Canada) for microarray analysis using the Agilent porcine (v2) gene expression microarray 4x44K (Agilent Technologies, Santa Clara, CA). Before performing the microarray analysis, RNA sample quality and quantity were assessed using an Agilent 2100 bioanalyser (Agilent Technologies). The microarray was performed as per the manufacturer’s instructions and the samples were randomly distributed on the chips.

### Microarray data accession number

All raw microarray data are available and have been deposited on the Gene Omnibus Expression database under accession numbers GSE75687.

### Validation of microarray data by real-time RT-qPCR

In order to validate the microarray data, 10 genes from DCs were selected and RT-qPCR analysis was performed (Table 1). Three of these genes were also tested in activated monocytes. These experiments were run and analyzed in accordance with the minimum information for publication of quantitative real-time qPCR experiment (MIQE) guidelines [39]. The validation of the microarray data was performed with another aliquot of the same RNA sample used for the microarray experiments. The cDNA was generated by reverse transcription of 500 ng of total RNA using the Quantitect cDNA synthesis kit (Qiagen) as per the manufacturer’s instructions. The real-time qPCR experiments were performed on a CFX-96 rapid thermal cycler system (Bio-Rad, Hercules, CA) using gene-specific primers (250 nM) and the SsoFast Evagreen supermix kit (Bio-Rad), as per the manufacturer’s instructions. The cycling conditions were 3 min of polymerase activation at 98°C, followed by 40 cycles at 98°C for 2 s and 57°C for 5 s. Melting curves were generated after each run to confirm the presence of a single PCR product. The sequences of the primers (Integrated DNA technologies, Coralville, IA) used for qPCR are shown in Table 1 and were verified to have reaction efficiencies between 90% and 110%. The housekeeping genes GAPDH and Hypoxanthine were found to be the most stably expressed (data not shown) using the GeNorm applet v.3.5 (**http://medgen.ugent.be/~jvdesomp/genorm/**) and were therefore used as reference genes to normalize the data. Fold changes in gene expression were calculated using the comparative cycle threshold (Ct) method [40] using the CFX software manager v.3.0 (Bio-Rad). Samples from mock-infected monocytes or BMDCs were used as calibrators.

**Table 1:** Primer sequences used for real-time qPCR assays.

Gene	Genbank accession no. /Reference	Amplicon size (bp)	Forward (F) and Reverse (R) primers
***Il6***	NM_214399	105	F: ACTCCCTCTCCACAAGCGCCTT R: TGGCATCTTCTTCCAGGCGTCCC
***Cxcl8***	NW_003300390	80	F: TGTGAGGCTGCAGTTCTGGCAAG R: GGGTGGAAAGGTGTGGAATGCGT
***Tnf***	NM_214022	112	F: GCCACCACGCTCTTCTGCCTA R: ACGATGATCTGAGTCCTTGGGCCA
***Il12p40***	NM_214013	148	F: CTGAAGAAGACGGCATCACG R: AGGAGTGACTGGCTCAGAAC
***Il23p19***	NM_001130236	82	F: CTCCTTCTCCGCCTCAAGATCC R: TTGCTGCTCCATGGGCGAAGAC
***Il15***	NM_214390	164	F: CTGAGGATGGCATTCATGTC R: GGGATGAGCATCACTTTCAG
***Ifnb***	NM_001003923	150	F: TGCAACCACCACAATTCCAGAAGG R: TCTGCCCATCAAGTTCCACAAGGA
***Ccl20***	NM_001024589	147	F: TGCTCCTGGCTGCTTTGATGTC R:TCATTGGCGAGCTGCTGTGTG
***Cox2***	NM_214321	165	F: TAGGATTCAGGGCTTTCACTGGCT R: TGTCAGCCGACAATGAGATGTGGA
***Nod2***	[41]	66	F: GAGCGCATCCTCTTAACTTTC R: ACGCTCGTGATCCGTGAAC
***Gapdh***	XM_003126534	87	F: CTGAGACTCAACGAAGCTCACTGGC R: TTCTCCAGGCGGCAGGTCAGA
***Hypox***	NM_001032376	142	F: GCAGCCCCAGCGTCGTGATT R: CGAGCAAGCCGTTCAGTCCTGT

### Statistical analysis

For PRRSV infectivity assays, a two-way analysis of variance (ANOVA) assay was performed to compare viral replication in monocytes and BMDCs. For phagocytosis assays and intracellular survival assays, data are presented as the mean ± standard error of the mean. A Wilcoxon matched-pairs ranked test was performed to compare the groups or One-way ANOVA followed by Student-Newman-Keuls secondary analysis were performed to evaluate statistical differences between BMDCs and monocytes. Prism v.5 (Graphpad) was used for data analysis. *P* < 0.05 was considered statistically significant.

For microarray data analysis, text files containing the signal and detection *P*-values per probe for each sample were imported into FlexArray software v.1.6.2 (McGill University and Genome Quebec Innovation Centre; http://gqinnovationcenter.com/services/bioinformatics/flexarray/index.aspx?l=e). Data were first processed by analyzing box plot of sample intensity to ensure that signal intensity data were comparable between samples. Data were then processed by applying a variance-stabilizing normalization (VSN) filter in order to normalize the datasets. The VSN method fits the VSN model to raw microarray data. In contrast with other methods of preprocessing two-color microarray data, VSN normalization is a one-step procedure. The data are returned on a generalized logarithm scale to base 2. A principal component of analysis plot was created to observe separation of different treatment groups. No outliers were removed from the data. Scatter plots of expression were then analyzed to ensure that probe data within a treatment group were not differentially expressed but also to verify that some probes were differentially expressed between different treatment groups, indicating possible differentially expressed genes. Afterwards, ANOVA was used to search for differentially expressed genes between infected and mock-infected groups. ANOVA results were then post-processed in flexarray by a FDR correction using a Benjamini Hochberg algorithm. Differentially expressed genes were defined by fold changes greater than 2-folds or smaller than 0.5 fold with an accompanying *P*-value ≤ 0.05. Heatmap was generated using VSN normalized data (log_2_ based) generated from FlexArray software v.1.6.2. This data was then processed using Gene Cluster 3.0 (Stanford University) [42]. A hierarchical clustering data set was generated using a complete linkage method with uncentered correlation as similarity measure. The clustering data generated by Gene Cluster 3.0 was then visualized using Java Tree View V 1.1.6r4 (Stanford University) [43].

For RT-qPCR analysis, fold-changes of gene expression were calculated using the CFX software manager v.3.0 (Bio-Rad). Samples from mock-infected cells were used as calibrator. Results were analyzed using Sigmaplot 12.5 (Systat, Chicago, IL), and ANOVA was performed to measure statistical differences between groups. Differences were considered statistically significant at *P* ≤ 0.05. A Pearson correlation analysis was done to evaluate correlation of RT-qPCR data to microarray study for the validation of the microarray data.

## Results

### BMDCs are more susceptible than monocytes to PRRSV infection

Before studying the co-infection between PRRSV and *S*. *suis*, the toxicity as well as the infectivity and the replication of the IAF-Klop PRRSV and *S*. *suis* strains when cultured with porcine monocytes and BMDCs was assessed. Preliminary studies with different bacterial/virus ratios and incubation times were tested and those used in the present study represent the best combination that avoided toxicity. In fact, higher virus or bacterial concentration resulted in high toxicity for cells (data not shown). PRRSV replicated in both cell types, significantly increasing the amount of viral RNAs with time (Fig 1). Following PRRSV infection, viral replication in BMDCs is significantly higher than that in monocytes. BMDCs are more permissive to the virus (*P* < 0.05), since at t = 0 h (2 h after incubation with virus), PRRSV load was already greater in BMDCs (23.8 ± 1.3 Ct) compared to monocytes (27.2 ± 1.4 Ct). The virus also replicated more rapidly in BMDCs (*P* < 0.05). Indeed, after 16 h of infection, the viral load in BMDCs reached 14.5 ± 0.6 Ct, compared with 22.7 ± 0.6 Ct in monocytes. The RT-qPCR values corresponded to an increase from 10^2^ at 0 h to almost 10^5^ TCID_50_/ml in BMDCs after 16 of infection (data not shown). Between 16 h and 24 h of culture, PRRSV replication reached a plateau in BMDCs, whereas for monocytes, a delayed but continuous viral replication was observed after 16 h; viral load was nonetheless still lower than that of BMDCs. Bacterial replication was also highly significant, increasing from originally 10^5^ up to more than 10^8^ CFU/ml after 12 h of incubation time (data not shown).

**Fig 1:**
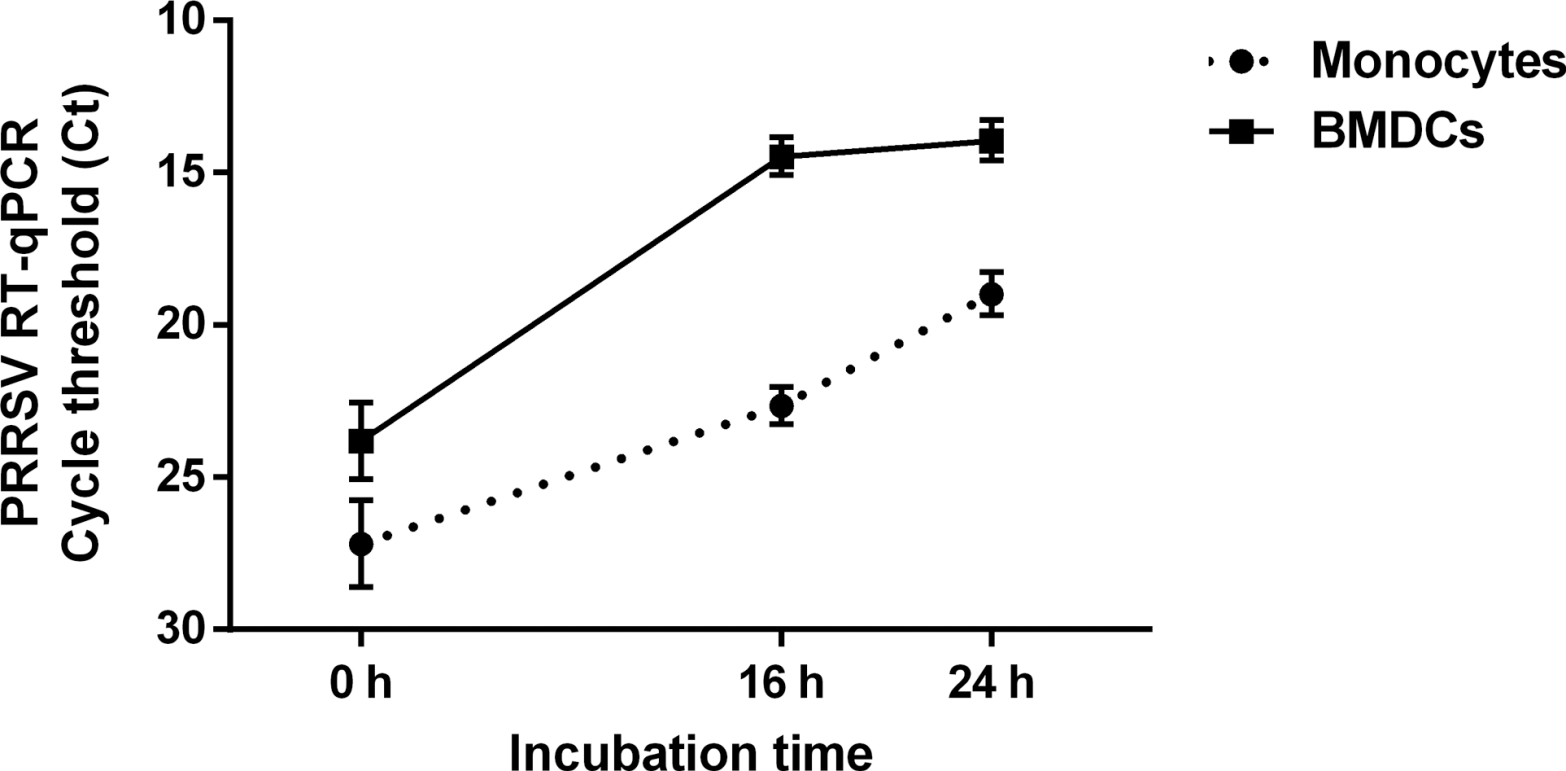
PRRSV quantification in porcine bone marrow-derived dendritic cells (BMDCs) and porcine monocytes. Porcine BMDCs and porcine monocytes were cultured for 2 h in presence of PRRSV virus before washing the cells to remove extracellular virus (t = 0 h). Cells were then cultured for an additional 16 h and 24 h and PRRSV genome RNA was determined using RT-qPCR and expressed in cycle threshold (Ct).

### PRRSV infection weakly impairs *S*. *suis* phagocytosis by porcine BMDCs but not intracellular survival

In a previous study [11], it was shown that porcine BMDCs could take up *S*. *suis*, even though the capsule conferred a significant resistance to phagocytosis. The number of internalized *S*. *suis* by BMDCs found during this experiment is in agreement with that previously reported [11], with the number of phagocytized bacteria significantly increasing from 30 min to 90 min (Fig 2A). When porcine BMDCs were pre-infected with PRRSV, a significantly lower number of bacteria were internalized after all incubation times (Fig 2A). Monocytes were able to very weakly phagocyte *S*. *suis*, and no difference was seen in the number of internalized bacteria when cells were pre-infected with PRRSV for any of the time points (Fig 2B). Since the number of monocyte-internalized bacteria was too low, we decided to confirm this result by using a non-encapsulated mutant (*S*. *suis* Δ*cps2F*) derived from the *S*. *suis* strain P1/7, which had been previously shown to be more phagocytosed than its corresponding wild-type strain [11]. As expected, a significantly greater number of non-encapsulated *S*. *suis* were internalized by porcine monocytes at all incubation times (*P* < 0.05); however, the number of ingested bacteria was not modified by a PRRSV-pre-infection (Fig 2C).

**Fig 2:**
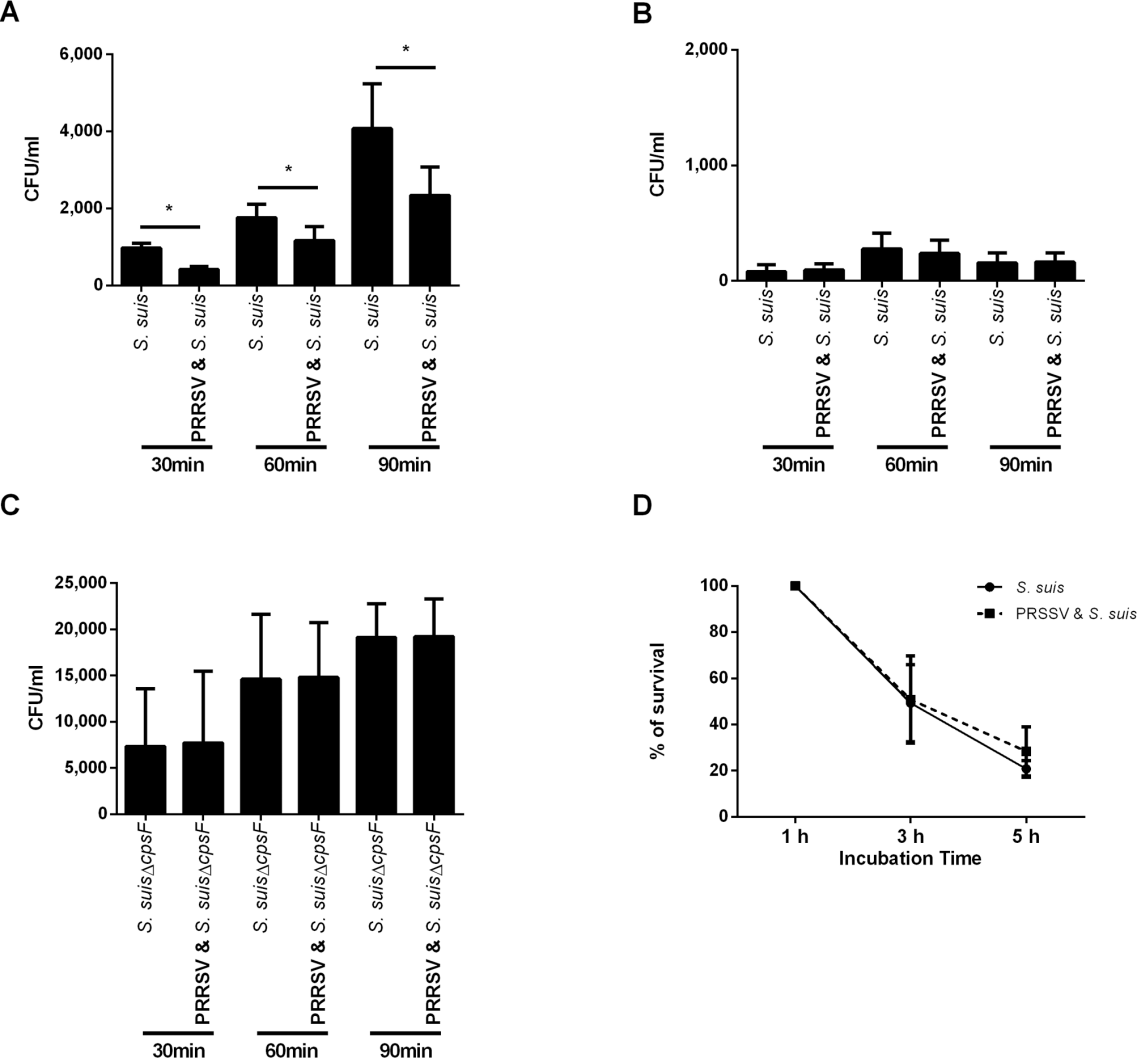
Effect of PRRSV infection on internalization of *S*. *suis* by porcine bone marrow-derived dendritic cells (BMDCs) and monocytes and its intracellular survival. Cells were pre-infected with PRRSV or mock-infected. (A, B) Cells were incubated for 30 min, 60 min or 90 min to assess phagocytosis. (A) Porcine BMDC internalization of wild-type *S*. *suis*. (B) Porcine monocyte internalization of wild-type *S*. *suis*. (C) Internalization of *S*. *suis* non-encapsulated mutant (Δ*cpsf*) by porcine monocytes. (D) *S*. *suis* intracellular cell survival in PRRSV-infected or mock-infected porcine BMDCs. The results show the percentage of viable bacteria, 100% being the number of viable bacteria recovered after 1 h of culture.

If phagocytosed by APCs, bacteria have to be killed and processed for antigen presentation to other cells of the immune system. To assess if PRRSV infection had an effect on the intracellular survival of *S*. *suis*, the phagocytosis assay was modified as explained in material and methods. The number of internalized bacteria in monocytes was too low to perform intracellular survival studies (data not shown). In order to compare the intracellular survival in mock-infected and PRRSV-infected cells, the data were normalized and a value of 100% was set for the number of surviving bacteria found after 1 h of internalization (Fig 2D). After 3 h, half of the bacteria were killed and no difference was observed between PRRSV-infected and mock-infected BMDCs (49.3 ± 16.7% and 50.9 ± 19% respectively; *P* > 0.05). Bacterial killing increased until 5 h of culture for both treatments, with around 20% of survival at this last time point. These results suggest that a prior infection with PRRSV would weakly but significantly impair the uptake of bacteria by porcine DCs, but that it does not have any effect on *S*. *suis* killing following phagocytosis.

### General microarray data analysis

An incubation time of 12 h after bacterial infection of virus pre-infected cells was chosen based on preliminary data. In fact, earlier incubation times presented low and inconstant results and longer incubation times revealed high cell toxicity (data not shown). 

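RNA from BMDCs and from blood monocytes was measured on Agilent porcine arrays read in 1 colour. Each cell type came from 4 animals, and cells of every animal were mock-infected, infected with PRRSV (MOI of 0.1), infected with S. suis (MOI of 0.1) or infected with PRRSV for 2 h and then with S. suis. All were collected 12 h after the addition of bacteria or at the same time without it, which gives 4 arrays in each of 8 groups and 32 arrays in all. A replicate number stands for the same animal in the 4 groups of a cell type. The 16 arrays of each cell type lay on 4 slides. In BMDCs the groups were mixed over the slides. In monocytes 3 of the 4 mock-infected arrays lay on slide 3 and 3 of the 4 S. suis arrays on slide 2, so that these groups share only slide 4, with 1 array each. The PRRSV arrays of monocytes lay on slides 1 and 2 and shared no slide with the mock-infected ones. The authors scanned the slides and extracted the spots with Agilent Feature Extraction, which gives a background-subtracted signal for each spot and sets dim spots to a floor. In BMDCs the median share of probes well above background was 61.5% in mock-infected cells, 58.9% with PRRSV, 58.8% with S. suis and 58.8% in co-infection. In monocytes it was 59.4%, 61.7%, 58.7% and 56.8% in the same order. The upper quartile of the processed signal had a median of 300.1 units in mock-infected BMDCs and 254.6 with S. suis. In monocytes it was 172.2 in mock-infected cells, 183.8 with PRRSV, 125.3 with S. suis and 133.7 in co-infection, so that arrays with S. suis were the dimmer ones there. No spot was saturated, and the number of arrays limits the precision.
The processed signal of the 16 arrays of a cell type was normalized with the VSN model that the methods name, in a newly written script. On these values VSN came to a logarithm of the signal plus a fitted offset for each array, between -3.14 and -0.51. Such a negative offset widens differences among probes near the floor. No filter on dim probes was applied. All probes other than controls were tested with limma over the 4 groups of a cell type, with Benjamini-Hochberg adjustment within each comparison. A gene was counted at a fold change of 2 or more and an adjusted p of 0.05 or less. Counts are of distinct names, and the 83.2% of probes without a gene symbol are counted by their accession or probe name. The methods name no pairing, so the animal is not in the model. A paired fit, with the animal as a block, is given beside the number of genes called in a comparison or shared by comparisons, where it moved that number by more than 1.5 times, and beside a gene whose call it changed.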

Data from infected cells were compared to mock-infected cells. Using an expression threshold ≥ 2 fold with a *P* < 0.05, a total of 113 and 35 genes were up- and down-regulated in BMDCs following *S*. *suis* infection, respectively (Fig 3A). 

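Against mock-infected BMDCs, 13 genes were higher and 7 lower with S. suis at the adjusted threshold (limma), and 6 of the higher and 0 of the lower ones carry a gene symbol. At an unadjusted p and the same fold, which moved these counts most, they were 645 and 559. Paired by animal, 283 genes were higher and 128 lower. Leaving out 1 array or 1 animal at a time gave between 0 and 54 higher genes, with 54 without the mock-infected array of animal 3 and 0 in 7 of the 20 fits, and between 0 and 11 lower ones, with 0 in 8 of them. Among called genes with a symbol that were higher in all 4 animals, TNF, CSF2 and F3 had the largest rise. CSF2 (NM_214118), which encodes the growth factor GM-CSF, had a log2 fold change of 4.69 (standard error 0.64, adjusted p = 0.0200), and kept its call in 12 of the 20 fits that left out arrays. The tissue factor gene F3 (NM_213785) rose by 3.36 on the same scale (standard error 0.48, adjusted p = 0.0315), with its call kept in 7 of these 20 fits.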

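Co-infected BMDCs had 254 genes higher and 53 lower than mock-infected cells, of which 62 and 2 carry a gene symbol. With an unadjusted p these counts were 1322 and 925, and with the animal as a block 943 and 529. The fits that left out arrays gave 20 to 303 higher and 2 to 75 lower genes, with 20 and 2 without animal 2, 303 higher without the S. suis array of animal 4 and 75 lower without the mock-infected array of animal 3. The largest rises among called genes with a symbol were those of IFNB1, CCL20 and TNF. Among the lower genes, IVD (AK345817), an isovaleryl-CoA dehydrogenase, had a log2 fold change of -1.37 (standard error 0.27, adjusted p = 0.0290), lower in 4 of 4 animals, with a call in 10 of 20 fits that left out arrays. Its other 2 probes had log2 fold changes of -0.96 and -1.96 and adjusted p values of 0.0968 and 0.116. The acetyl-CoA synthetase gene ACSS2 (NM_001143695) was past the thresholds on a dim probe alone (log2 fold change -1.53, adjusted p = 0.0465), while its brightest probe had a log2 fold change of -0.79 (standard error 0.27, adjusted p = 0.248).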

When cells were pre-infected with PRRSV, more than 270 genes were either up- or down-regulated. Among these genes, only a few (40 out of 208) were found to be up-regulated only in the presence of both pathogens, whereas more than half of the down-regulated genes (34 out of 65) were specific to the co-infection (Fig 3A). 

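Of the 254 genes higher in co-infected BMDCs, 164 were past the thresholds neither with S. suis alone nor with PRRSV alone, and 46 of the 53 lower genes likewise. The 164 higher genes became 23 without animal 1, 12 without animal 2, 150 without animal 3 and 43 without animal 4, and 457 with the animal as a block. The 46 lower genes became 6, 1, 42 and 8 in the same order, and 426 with the block. With single arrays left out the numbers were 51 to 228 and 18 to 65, with 51 without the co-infected and 228 without the PRRSV array of animal 2, and 18 and 65 without the mock-infected array of animal 2 or of animal 3. The 179 probes of the 164 genes had a median log2 fold change of 1.94 in co-infection, 1.19 with S. suis and 1.09 with PRRSV. Of these probes, 103 were already at least 2-fold higher with S. suis and 101 with PRRSV, without an adjusted p of 0.05 or less. The 46 probes of the lower genes had medians of -1.92, -1.19 and -1.02 in the same order. Tested directly as a departure from the product of the single effects (limma), 0 of these probes passed.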

Differently from BMDCs, monocytes infected by *S*. *suis* alone showed more down-regulated (144) than up-regulated (68) genes (Fig 3B). This was also found in the presence of both pathogens, with 79 up-regulated genes and 164 down-regulated genes (Fig 3B). Most of these genes were also regulated in monocytes infected with *S*. *suis* alone (53 out of 79 for the up-regulated genes and 111 out of 164 for the down-regulated genes), although some up- and down-regulated genes that were specific to PRRSV and *S*. *suis* co-infection (23 and 52 genes, respectively) were also observed (Fig 3B). 

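With S. suis, 105 genes were higher and 138 lower in monocytes, and 8 and 28 of these carry a gene symbol. At an unadjusted p the counts were 1080 and 930. In the paired fit 454 were higher and 716 lower. The order of both counts thus depended on the test. With the slide as a block, 0 genes passed in either direction, and with the slide as a random block 45 were higher and 59 lower. For 238 probes picked on the other slides, the S. suis and the mock-infected array on slide 4, 1 each and from different animals, differed by a median log2 change of 1.20 in the direction of the pick, against 1.81 where they were picked. Between 0 and 200 genes were higher with arrays left out, 0 without animal 1 and 200 without the S. suis array of animal 3, and between 3 and 472 were lower, in the same fits. Of genes with a symbol, GEM (Z80109), a small GTPase, had a log2 fold change of 3.05 (standard error 0.61, adjusted p = 0.0388) and RGS16 (NM_001113017), a regulator of G protein signaling, a log2 fold change of 1.54 (standard error 0.29, adjusted p = 0.0328). These held in 5 and 9 of 20 fits that left out arrays. Among the lower genes, SPINK4 (NM_213864), SNCG (NM_001103211) and EPB49 (AK346166) were not well above background on any array with S. suis. They were at least 4.69-fold, 2.90-fold and 6.34-fold lower, with adjusted p values of 0.0217, 0.0109 and 0.0485, and lower in 4 of 4 animals. Their calls held in 12, 17 and 1 of the 20 fits. Under normexp and quantile normalization, the log2 fold changes with S. suis were 0.26 for GEM, 0.21 for RGS16, -0.35 for SPINK4, -0.25 for SNCG and -0.40 for EPB49.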

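Co-infected monocytes had 83 genes higher and 97 lower than mock-infected ones, 7 and 22 with a gene symbol. An unadjusted p gave 817 and 948, the animal as a block 420 and 612, the slide as a block 0 and 0 and the slide as a random block 81 and 87. On slide 4, which holds 1 mock-infected and 2 co-infected arrays, 186 probes picked on the other slides changed by a median of 0.60 in the direction of the pick, against 2.06 where they were picked. The fits without 1 array or animal gave 0 to 131 higher genes and 2 to 205 lower ones, with 0 and 2 without animal 1 and also without animal 4, and 131 and 205 without the S. suis array of animal 2. PTGES (NM_001038631), a prostaglandin E synthase, had a log2 fold change of 2.40 (standard error 0.26, adjusted p = 0.00288) and was called in 18 of 20 such fits. TXNIP (NM_001044614) fell by 2.52 on the log2 scale (standard error 0.45, adjusted p = 0.0282) and was called in 10 of them. GEM was higher by 3.35 (adjusted p = 0.0292), and SNCG at least 2.77-fold lower (adjusted p = 0.0141). Under normexp and quantile normalization the log2 fold changes of GEM and SNCG were 0.32 and -0.24. CYP1A1 (NM_214412) passed on a dim probe (log2 fold change -2.82, adjusted p = 0.0435). Its brightest probe had a log2 fold change of -1.64 (standard error 0.49, adjusted p = 0.128). With the animal as a block the brightest probe passed too (adjusted p = 0.0371).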

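Of the 83 genes higher in co-infected monocytes, 53 were also called with S. suis alone and 30 were not. Of the 97 lower genes, 63 were also called and 34 were not. With the animal as a block, 244 higher and 435 lower genes were called in both and 176 and 177 in co-infection alone, and with the slide as a block 0 genes were called. With arrays left out, 0 to 58 higher and 1 to 108 lower genes were called in both, fewest without animal 4 and most without the S. suis array of animal 3, and 0 to 100 and 0 to 184 in co-infection alone, with 0 and 0 without animal 1 and 100 and 184 without the S. suis array of animal 2. Both comparisons use the same mock-infected arrays. In 20 simulated draws that replaced the co-infected arrays with unchanged ones, the highest number of shared genes was 0 in each direction. An unchanged group seldom passes an adjusted p, so the draws cannot show how far shared mock-infected arrays add to the overlap. The genes called in co-infection alone had a median log2 fold change of 1.55 in co-infection and 0.92 with S. suis where higher, and of -1.37 and -1.10 where lower. Another 52 higher and 75 lower genes were called with S. suis alone, or 210 and 281 with the animal as a block, and 0 to 141 and 1 to 364 with arrays left out, fewest without animal 1 and most without the S. suis array of animal 3. Co-infection tested directly against S. suis called 0 genes in monocytes (limma), and 857 at an unadjusted p.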

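With PRRSV alone, 85 genes were higher and 1 was lower in BMDCs, 14 and 0 with a gene symbol. An unadjusted p gave 941 and 418 genes and the animal as a block 298 and 40. Without animal 4 there were 10 higher genes, and without the PRRSV array of animal 1 there were 112. In monocytes limma called 0 genes in either direction, with 1032 higher and 280 lower at an unadjusted p and a smallest adjusted p of 0.0576. The animal as a block left these at 0, and the fits that left out arrays gave up to 10 higher genes, 10 of them without the PRRSV or the co-infected array of animal 4. In monocytes the PRRSV and mock-infected arrays shared no slide, so that slide and infection cannot be told apart there. Among called genes with a symbol that rose in all 4 animals, SLC9A3 (AF123280), a sodium and proton exchanger, had a log2 fold change of 4.79 (standard error 0.52, adjusted p = 0.000976) in BMDCs. PAX6 (NM_001244178) was at least 4.42-fold higher (adjusted p = 0.0355), with mock-infected cells not well above background. Under normexp and quantile normalization the log2 fold changes of SLC9A3 and PAX6 were 1.94 and 0.42.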

General response to virus infection was higher in BMDCs than in monocytes (135 and 16 genes modulated, respectively). These results reflect the relatively low response of monocytes, which was probably the consequence of a lower viral infection rate (Fig 1). 

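The change with PRRSV was tested directly as a difference between the cell types (limma). It differed for 40 genes, and for 38 of them the change was the higher one in BMDCs. The animal as a block raised this to 552 genes, and the slide as a block lowered it to 4, all among the 40. It was 9 without animal 2 and 80 without the PRRSV array of animal 1 of the BMDCs. No slide holds both cell types, and in monocytes the PRRSV and mock-infected arrays shared no slide. The paper proposes a lower rate of viral infection (Fig 1) as the reason for the low response of monocytes.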

The complete list of genes is shown in Additional file 1: S1, S2, S3 and S4 Tables.

**Fig 3:**
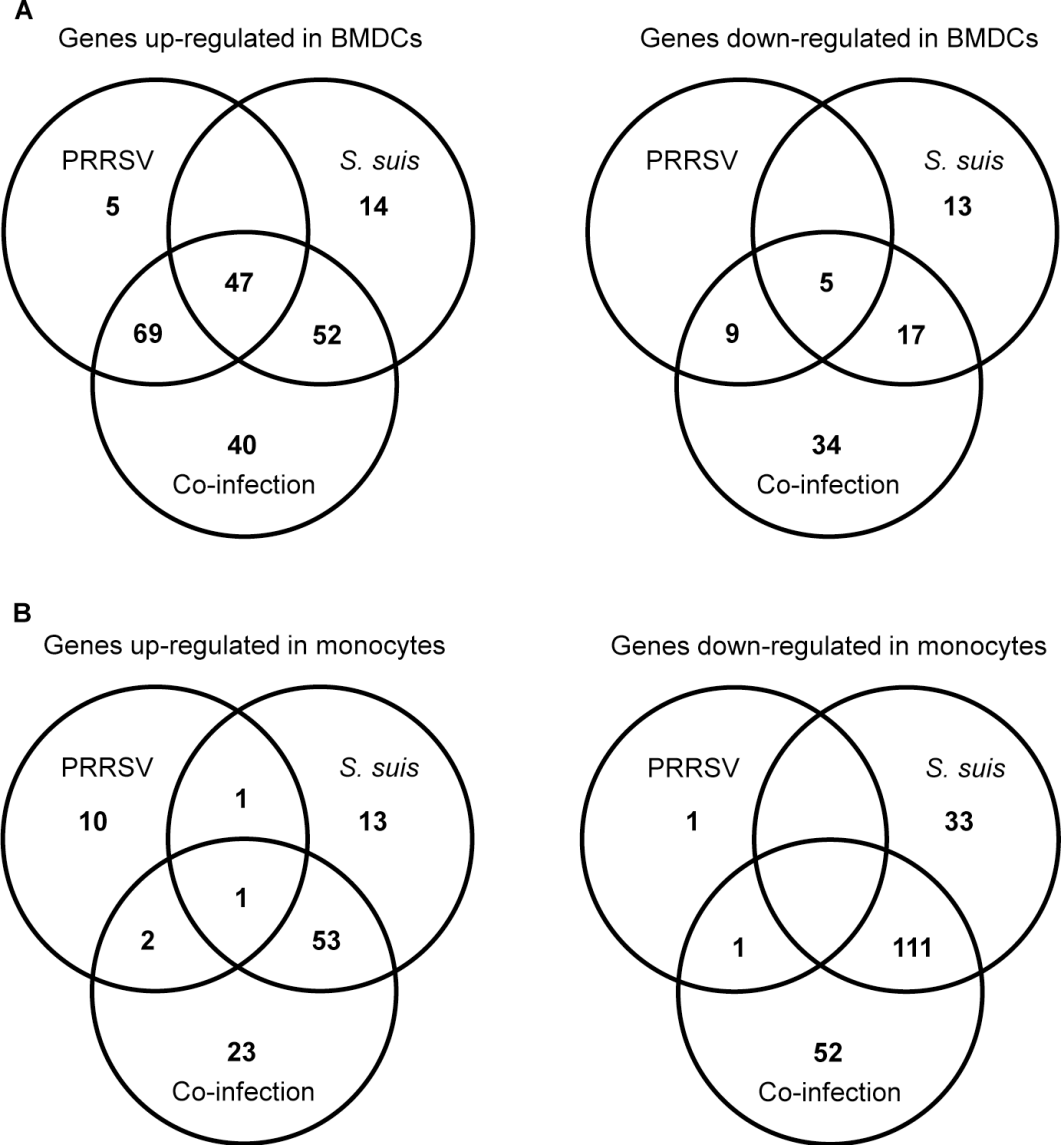
Number of differentially expressed genes in porcine monocytes and bone marrow-derived dendritic cells (BMDCs) following infection with PRRSV, *S*. *suis*, or co-infection with these two pathogens. Venn diagrams representing the number of up-regulated and down-regulated genes in porcine BMDCs (A) and porcine monocytes (B) following 12 h of infection with PRRSV alone, *S*. *suis* alone and co-infection, as determined by the Agilent microarray study. Genes were considered differentially expressed when a fold change greater than 2-fold (up-regulation or down-regulation) and a *P* value ≤ 0.05 was observed compared to the expression in mock-infected corresponding cells.

An unsupervised hierarchical clustering of differentially expressed genes was performed with BMDCs (Fig 4A) and monocytes (Fig 4B). Clustering of the genes displayed different patterns of gene regulation in co-infected BMDCs compared to *S*. *suis*-infected BMDCs. 

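Compared directly, 36 genes were higher in co-infected than in S. suis-infected BMDCs and 0 were lower (limma), with 712 and 389 at an unadjusted p. Paired by animal, 88 were higher and 6 lower. Without animal 2 the count was 0, and without the PRRSV array of animal 1 it was 48. Only 5 of the 36 carry a gene symbol. SLC9A3 had a log2 fold change of 3.97 (standard error 0.52, adjusted p = 0.00743), higher in 4 of 4 animals. CCL5 had a log2 fold change of 2.75 (standard error 0.36, adjusted p = 0.00743) on its probe for AK233548, the accession in the paper's table. Its other 2 probes, which are brighter, had log2 fold changes of 0.38 and 0.30 and were not called. As a departure from the product of the 2 single effects, 0 genes passed, 564 at an unadjusted p and 0 with the animal as a block.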

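In BMDCs, 13 of the 13 genes higher with S. suis and 81 of the 85 higher with PRRSV were also called in co-infection. Of the lower genes, 7 of 7 and 1 of 1 were. With the animal as a block these were 244 of 283 and 282 of 298 higher genes and 79 of 128 and 31 of 40 lower ones. With arrays left out, 0 to 54 higher genes were shared with S. suis, with 0 in 8 of 20 fits, among them those without animal 1, 2 or 4, and 54 without the mock-infected array of animal 3, and 8 to 92 with PRRSV, with 8 without animal 2 and 92 without the PRRSV array of animal 1. Across probes, fold changes with S. suis and in co-infection correlated with r = 0.580, and those with PRRSV and in co-infection with r = 0.650. Probes are not independent replicates, and the mock-infected arrays are shared. Unchanged groups simulated against such arrays in 20 draws gave median correlations of 0.409 and 0.497, with 6 and 4 draws as high as the observed ones. For shared calls the draws replaced only the co-infected arrays, and among higher genes the highest number was 0. An unchanged group seldom passes an adjusted p, so this cannot show how far shared mock-infected arrays add to the overlap.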

Many clusters of genes regulated by *S*. *suis* or PRRSV alone were also regulated in co-infected cells (Fig 4A). 

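In monocytes, no gene was called in co-infection against S. suis alone (limma, 0 genes), with 285 higher and 573 lower at an unadjusted p. The animal as a block also gave 0. As a departure from the product of the single effects, 0 genes passed and 1329 at an unadjusted p. Fold changes with S. suis and in co-infection correlated with r = 0.667 across probes, and those with PRRSV and in co-infection with r = 0.274. The simulated draws of unchanged groups gave medians of 0.466 and 0.545.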

Clustering of the genes in monocytes showed that most genes regulated during co-infection were, in fact, regulated by *S*. *suis*, thus confirming the lower effect of the viral infection on this cell type (Fig 4B).

**Fig 4:**
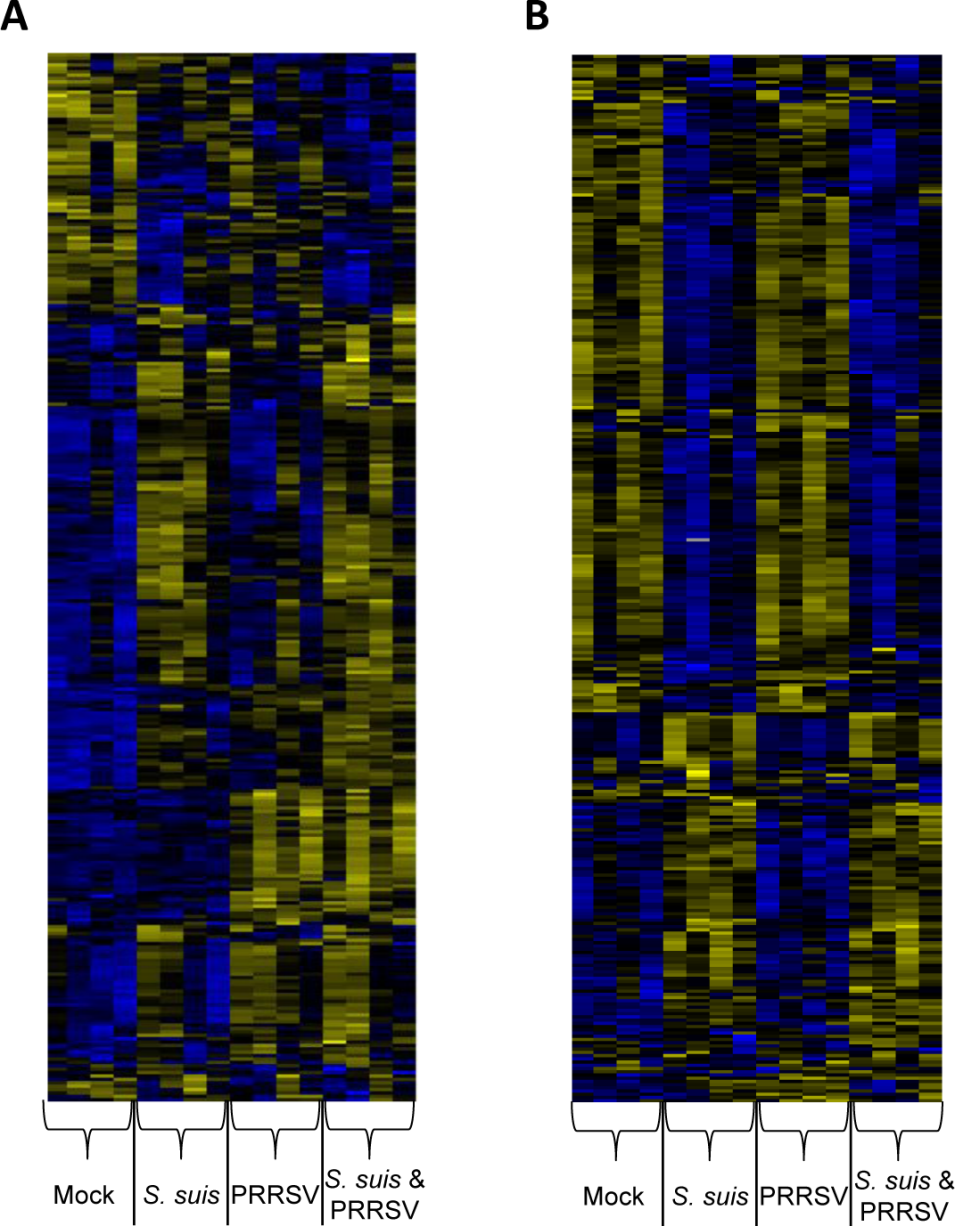
Heat-map of hierarchical clustering analysis of differentially expressed genes. Genes differentially expressed in porcine bone marrow-derived dendritic cells (BMDCs) (A) or monocytes (B) were subjected to hierarchical clustering using the complete linkage method with uncentered correlation as similarity measure. Each row represents a different gene and columns represent individual samples from mock-, *S*. *suis*-, PRRSV- or PRRSV/*S*. *suis*-infected cells from 3 different animals. Bright blue indicates a low expression while bright yellow indicates a high expression.

### Gene Ontology

Genes whose expression was upregulated or downregulated were sorted in different functional groups according to gene ontology as shown in Fig 5. Similar categories of genes were modulated in both cell types, although a higher level of up-regulation could be observed in BMDCs (Fig 5A). In both monocytes and BMDCs, *S*. *suis* infection in the presence or absence of a prior PRRSV infection clearly up-regulated the family of inflammatory-related receptor genes. Host defense associated genes were highly induced by viral infection, with an even greater number of up-regulated genes in *S*. *suis*/PRRSV co-infected BMDCs (Fig 5A). Other categories of up-regulated genes in co-infected BMDCs were those associated to transcriptional and translational regulation and biological and metabolic processes and they will not be further analyzed in this study. On the other hand, down-regulated genes were mostly observed in monocytes activated by *S*. *suis* in the presence or absence of PRRSV (Fig 5B). Down-regulation of genes associated with transcriptional and translational regulations was found to be down-regulated in co-infected or *S*. *suis*-infected BMDCs.

**Fig 5:**
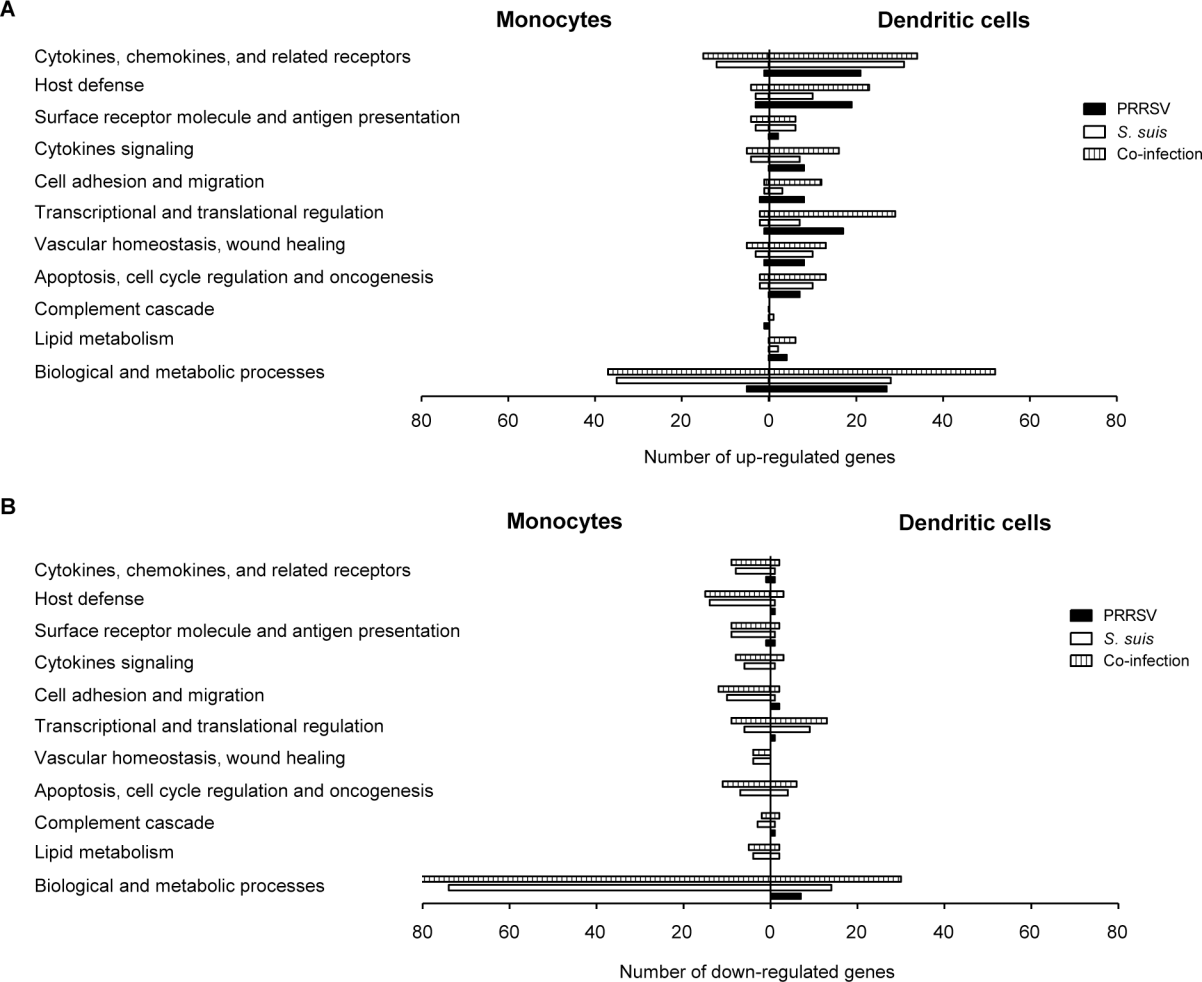
Gene ontology analysis of the differentially expressed genes in porcine bone marrow-derived dendritic cells (BMDCs) and porcine monocytes following PRRSV infection, *S*. *suis* infection and co-infection with the two pathogens. (A) Up-regulated and (B) down-regulated genes in monocytes and BMDCs infected with PRRSV, *S*. *suis* or co-infected with both pathogens.

### Cytokine and chemokine gene regulation and inflammatory response

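The paper names 15 chemokine and cytokine genes for BMDCs infected with S. suis, among them CCL4, CCL5, CCL14, TNF and IL12B. With S. suis, 15 of 15 were higher in BMDCs, with a median log2 fold change of 3.30, and 13 of 15 in monocytes, with a median of 0.56. The paper chose these genes on the same BMDC arrays, so that this comparison of counts and medians favours BMDCs. Under the other normalizations 12 to 13 were higher in monocytes. The difference between the cell types was tested for each gene (limma). With S. suis it passed for CCL4, by 3.46 on the log2 scale (standard error 0.67, adjusted p = 0.0460). In co-infection it passed for CCL4, CCL14, CCL5 and TNF, by 3.70, 3.10, 3.52 and 4.60, with adjusted p values of 0.0100, 0.0489, 0.00893 and 0.0100. For CCL5 this rests on the probe for AK233548, and its other 2 probes, which are brighter, differed by -0.47 and -0.52 in co-infection (adjusted p = 0.998 for both). IL12B went the other way, by -2.75 with S. suis, without passing (adjusted p = 0.592). These results of single genes come from the fit without the animal as a block. Over all genes 16 differed with S. suis and 159 in co-infection, or 0 and 64 with the slide as a block and 943 and 1426 with the animal as a block. Leaving out arrays moved them between 0 and 69 and between 11 and 224, with 0 and 11 without animal 2 (0 also without animal 4) and 69 and 224 without animal 3.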

Genes coding for cytokines, chemokines, or molecules involved in cytokine signaling were mostly regulated in BMDCs and, to a lesser extent, in monocytes. Especially for BMDCs, *S*. *suis* infection or co-infection induced the expression of a large panel of genes involved in the recruitment of innate immune cells and the inflammatory response, whereas PRRSV alone or in co-infection induced the expression of type I IFNs and IFN-inducible genes. 

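With S. suis, the CC chemokine genes CCL3L1 (NM_001009579), CCL4 (NM_213779), CCL14 (NM_001256775), CCL5 (AK233548), CCL8 (NM_001164515) and CCL20 (NM_001024589) were higher in 4 of 4 animals each in BMDCs, also under the other normalizations. Their log2 fold changes lay between 2.31 and 5.25. Over all genes tested only CCL5 passed (limma), with a log2 fold change of 2.31 (standard error 0.36, adjusted p = 0.0413), a call that held in 4 of 20 fits that left out arrays. Its other 2 probes, which are brighter, had log2 fold changes of 0.93 and 0.95 with adjusted p values of 0.948 and 0.949. Without animal 3, CCL3L1, CCL4, CCL14 and CCL20 passed too. Adjusted over the list alone, all 6 passed, but the paper chose these genes on the same arrays, so that this is not independent evidence. In the paired fit 6 passed. CCL20 had the largest change, a log2 fold change of 5.25 (standard error 0.98, adjusted p = 0.0752), and with the block an adjusted p of 0.00230. Across the alternatives its adjusted p lay between 0.00230 and 0.300. CCL4 had a log2 fold change of 3.48 (standard error 0.60, adjusted p = 0.0565) and with the block an adjusted p of 0.00296, in a range of 0.00296 to 0.296. For CCL3L1, CCL14 and CCL8 the adjusted p was 0.187, 0.179 and 0.178 without the block and 0.00640, 0.00778 and 0.00230 with it.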

More specifically, BMDCs infected with *S*. *suis* showed a clear upregulation of CCL3L1, CCL4/MIP-1β and CCL14/HCC-1 (known to attract and/or activate monocytes, macrophages and/or immature DCs), CCL5/RANTES, and CCL8/MCP-2 (chemotactic for monocytes, macrophages, immature DCs, basophils, and activated T cells) as well as CCL20/MIP-3α (known to recruit immature DCs and memory T cells) (S1 Table). In addition, CXC- chemokines such as CXCL2/MIP-2α, CXCL5/AMCF-II and CXCL8/IL-8 (chemotactic for polymorphonuclear cells), were also expressed at higher levels in BMDCs infected with *S*. *suis*. 

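With S. suis, CXCL2 (NM_001001861), AMCF-II (NM_213876) and CXCL8 (X61151) had log2 fold changes of 3.32, 3.30 and 2.68 (standard errors 0.69, 0.80 and 0.73), each higher in 4 of 4 animals. None of the 3 passed over all genes tested (limma), with adjusted p values of 0.123, 0.215 and 0.291. Paired by animal, they were 0.00965, 0.0187 and 0.0217. Adjusted over the list alone 3 of 3 passed, on a list that was chosen on these arrays, and without animal 3 the 3 genes passed over all genes. The smallest change in a single animal was 1.13, for AMCF-II. With arrays left out in turn, the log2 fold change of CXCL2 lay between 2.94 and 3.97.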

The bacterial infection induced the overexpression of IL-6, TNF-α, IL-1β, IL-15, IL-12p40, and IL-23p19 (the two last being the two subunits of IL-23) (S1 Table).

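All 6 of these cytokine genes were higher in 4 of 4 animals with S. suis. TNF (NM_214022) passed over all genes tested (limma), with a log2 fold change of 4.71 (standard error 0.53, adjusted p = 0.0105) and a call in 12 of 20 fits that left out arrays. The others did not pass without the block, except that IL1B passed without animal 3 or its mock-infected array. IL6 (NM_214399) had the largest log2 fold change, 5.19 (standard error 1.64), with single animals between 2.02 and 7.49 and an adjusted p of 0.440, or 0.0219 with the animal as a block. IL23A (NM_001130236) rose by 4.84 (adjusted p = 0.0944, with the block 0.00230), IL1B (NM_001005149) by 4.35 (0.202 and 0.00822) and IL12B (NM_214013) by 1.71 (0.202 and 0.0142). IL15 (NM_214390) had the smallest change, 1.08, and did not pass with the block (adjusted p = 0.0929). Adjusted over the list alone, 5 of 6 passed, on genes that were chosen on these arrays.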

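In co-infected BMDCs, 15 of the 15 chemokine and cytokine genes named for S. suis were higher than in mock-infected cells, in 4 of 4 animals each, with log2 fold changes between 2.35 and 5.71. Over all genes tested 8 passed (limma), namely CCL3L1, CCL4, CCL14, CCL5, CCL20, TNF, IL12B and IL23A. In the paired fit 15 passed, as they did adjusted over the list alone, on genes chosen on these arrays. Of those that did not pass without the block, CCL8 had an adjusted p of 0.0559, CXCL2 of 0.0523, IL1B of 0.0726, CXCL8 of 0.0989, AMCF-II of 0.116, IL6 of 0.160 and IL15 of 0.195. Against S. suis alone, 13 of the 15 were higher, or 11 under another normalization, and only CCL5 passed. The calls of CCL5 rest on the probe for AK233548, while its other 2 probes rose by 1.31 and 1.25 on the log2 scale against mock (adjusted p values of 0.538 and 0.599) and by 0.38 and 0.30 against S. suis alone. Against mock, the calls of CCL5 and TNF held in 20 of the 20 fits that left out arrays, those of CCL4 and IL12B in 17, that of CCL20 in 16, and those of CCL14, CCL3L1 and IL23A in 11, 4 and 10. Without animal 3, CCL8, CXCL2, AMCF-II, CXCL8 and IL1B passed too.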

Following PRRSV/*S*. *suis* co-infection, all of the above mentioned genes were still up-regulated (S1 Table). 

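Within each of the 4 animals, the fold in co-infected BMDCs was set against the sum of the folds with PRRSV and with S. suis, minus 1. For CCL4 the mean fold was 15.5 and the mean sum 16.9, with 1 of 4 animals above its sum. CCL14 had means of 13.3 and 10.5, with 4 of 4 animals above, or 3 under the other normalizations. CCL20 had 59.3 and 58.5 with 3 of 4 above, and the sign of its mean excess changed with the normalization. IL15 had 5.80 and 4.85, also with 3 of 4 above. The excess over the sum was -1.43 ± 1.61 (SD, n = 4) for CCL4, 2.79 ± 3.33 for CCL14, 0.805 ± 20.2 for CCL20 and 0.954 ± 1.09 for IL15. Two-sided exact sign-flip permutation tests gave p values of 0.25, 0.125, 0.875 and 0.25, and 0.125 is the smallest that 4 animals allow. On the log2 scale each of the 4 genes stayed below the product of the single effects, by -1.71, -0.63, -2.31 and -0.42 on average.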

In fact, an additive effect could be observed for inflammatory mediators such as CCL4, CCL14, CCL20, and IL-15. 

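By the same measure, CCL5 had a mean fold of 35.0 in co-infected BMDCs and a mean sum of the single effects of 25.4, and TNF had 52.3 and 40.6. Both were above the sum in 4 of 4 animals, with mean ratios to the sum of 1.38 and 1.39. The excess was 9.57 ± 7.43 (SD, n = 4) for CCL5 and 11.7 ± 5.74 for TNF, each with an exact sign-flip permutation p of 0.125, the smallest possible here. Both stayed above the sum in every animal under the other normalizations. For CCL5 this holds on the probe for AK233548 alone. On its other 2 probes, which are brighter, the mean fold was 2.70 and 2.62 and the mean sum 2.49 and 2.50, with 2 of 4 animals above the sum on each. IL6 had a mean fold of 74.7 against a mean sum of 77.4, with a mean ratio to the sum of 1.12. It was above the sum in 2 of 4 animals, and in 1 or 2 under the other normalizations, with an excess of -2.79 ± 24.8 (exact permutation p = 0.875) that changed sign with the normalization. The other 2 IL6 probes had excesses of 12.8, with 4 of 4 animals above the sum, and -3.47, with 2 of 4, and folds of the group means gave 47.4 in co-infection, an excess of 8.56. Against the product of the single effects all 3 were lower, by a mean log2 difference of -1.59 for CCL5, -2.32 for TNF and -1.37 for IL6.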

Interestingly, a clear synergistic effect on IL-6, CCL5 and TNF-α up-regulation could be observed after co-infection (S1 Table). PTGS2 (COX-2), another pro-inflammatory gene involved in the prostaglandin pathway, was also induced in BMDCs (and to a lesser extent in monocytes) infected with *S*. *suis* (S1 and S3 Tables). 

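In BMDCs, PTGS2 (NM_214321) had a log2 fold change of 2.49 (standard error 1.22, adjusted p = 0.832) with S. suis, higher in 4 of 4 animals, and an adjusted p of 0.00756 with the animal as a block. Its adjusted p ranged from 0.00756 to 0.862 over the alternatives that keep all arrays. In monocytes the log2 fold change was 1.30 (standard error 0.48), also higher in 4 of 4 animals, with an adjusted p of 0.206 and 0.0171 with the block. The difference between the cell types was 1.19 (limma without the block, adjusted p = 0.948).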

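With PRRSV alone, PTGS2 rose by 2.79 on the log2 scale in BMDCs (standard error 1.22, limma adjusted p = 0.801), and by 1.82 to 3.68 in single animals. With the block the adjusted p was 0.00429. In co-infection the log2 fold change was 3.52 (adjusted p = 0.250, with the block 0.000595), and it passed without animal 3. The mean fold in co-infection was 12.0 and the mean sum of the single folds, less 1, was 13.0. It exceeded the sum in 2 of 4 animals, by -1.01 ± 2.68 (SD, n = 4; exact sign-flip permutation p = 0.625).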

Since this gene was also up-regulated by PRRSV infection in BMDCs, an additive effect could be observed in co-infected cells (S1 Table).

Type I IFNs are key cytokines playing a pivotal role in the anti-viral response and may also be involved in the response to bacterial infections [44]. Type I IFNs (genes coding for IFN-α and IFN-β) were found to be highly up-regulated by PRRSV and similar levels were observed in co-infected BMDCs. 

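IFNB1 (NM_001003923) rose by a log2 fold change of 10.47 with PRRSV (standard error 1.17, limma adjusted p = 0.00109) and of 10.50 in co-infection (adjusted p = 0.000980), in 4 of 4 animals. These calls held in 18 and 19 of 20 fits that left out arrays. Under the normalizations the change with PRRSV lay between 5.38 and 10.55 and mock-infected cells were well above background on 1 of 4 arrays. For IFNA1 (NM_214393) mock-infected BMDCs were not well above background, and it was at least 21.5-fold higher with PRRSV and at least 13.5-fold higher in co-infection. Its adjusted p was 0.0715 and 0.0545, and 0.00514 and 0.00318 with the animal as a block, and it passed in 1 and 3 of the 20 fits. IFNA4 (NM_001166319) had log2 fold changes of 4.50 and 4.42, with adjusted p values of 0.230 and 0.0940, or 0.0210 and 0.00821 with the block. Under normexp and quantile normalization the changes were 1.69 and 1.41 for IFNA1 and 1.36 and 1.21 for IFNA4.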

Interestingly, IFN-β expression was also clearly up-regulated by *S*. *suis* (S1 and S2 Tables). 

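With S. suis alone, IFNB1 had a log2 fold change of 5.46 (standard error 1.17, adjusted p = 0.134) in BMDCs (limma), higher in 4 of 4 animals with single values between 2.37 and 7.86. Paired by animal, the adjusted p was 0.00822, in a range of 0.00822 to 0.710 over the alternatives that keep all arrays, and it passed without the S. suis array of animal 4. Under normexp and quantile normalization the change was 1.43. In co-infection it was 5.04 above S. suis alone (adjusted p = 0.238, with the block 0.0256).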

IRF-1, a transcription factor responsible for the expression of IFN-inducible genes, was also up-regulated in BMDC stimulated by both pathogens.

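For IRF1 (NM_001097413) the log2 fold change in BMDCs was 1.48 with S. suis (standard error 0.34, limma adjusted p = 0.176), 1.62 with PRRSV (adjusted p = 0.0977) and 2.35 in co-infection (adjusted p = 0.00503). It was higher in 4 of 4 animals each time. Without the block only the change in co-infection passed, in 18 of 20 fits that left out arrays. In the paired fit the adjusted p values were 0.0194, 0.0161 and 0.00108.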

*S*. *suis* stimulated monocytes presented up-regulation of very few chemokine/cytokine genes, such as CCL5, CCL20, IL-12p40, and IL-23p19 (S3 Table). 

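In monocytes with S. suis, CCL20 passed over all genes tested (limma), with a log2 fold change of 2.29 (standard error 0.49, adjusted p = 0.0480), and did so in 4 of 20 fits that left out arrays. CCL5 had a log2 fold change of 1.55 (standard error 0.49, adjusted p = 0.139), IL12B a log2 fold change of 4.46 (standard error 1.11, adjusted p = 0.0697) and IL23A a log2 fold change of 3.27 (standard error 1.01, adjusted p = 0.125). All 4 genes were higher in 4 of 4 animals, and with the animal as a block their adjusted p was 0.0181, 0.0248, 0.00286 and 0.00460. Over the alternatives the adjusted p of IL12B lay between 0.00286 and 0.503, and its change under normexp and quantile normalization was 2.09. Of the other named chemokine and cytokine genes 0 passed, also with the block.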

PRRSV pre-infection of cells did not influence, in general, the activation of such genes by *S*. *suis*. Conversely, some genes implicated in the inflammatory response were downregulated following stimulation by *S*. *suis* or both pathogens, such as those coding for the chemokine receptors CCR3 (receptor for CCL5, -11, -13, and -28) and CXCR2 (receptor for CXCL1, -2, -3, -5, -7, and -8) (S4 Table).

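In co-infected monocytes, the log2 fold changes of CCL20, CCL5, IL12B and IL23A were 3.29, 1.54, 5.09 and 4.13, each higher in 4 of 4 animals. CCL20 passed (limma, adjusted p = 0.0139), in 13 of 20 fits that left out arrays. For the other 3 the adjusted p was 0.159, 0.0564 and 0.0749, or 0.0307, 0.00184 and 0.00201 with the animal as a block, and IL12B passed without the mock-infected or the S. suis array of animal 2. Against S. suis alone the 4 genes differed by 1.00, -0.01, 0.63 and 0.86 with standard errors of 0.49, 0.49, 1.11 and 1.01. None passed with or without the block. CCL20 was above S. suis alone in 4 of 4 animals.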

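In monocytes CXCR2 (ENSSSCT00000017621) fell by 2.01 on the log2 scale with S. suis (standard error 0.32, limma adjusted p = 0.0217) and by 1.92 in co-infection (adjusted p = 0.0207), lower in 4 of 4 animals. These calls held in 12 and 10 of 20 fits that left out arrays. CCR3 (NM_001001620) had log2 fold changes of -1.93 and -2.19 (standard error 0.69), also lower in 4 of 4 animals, with adjusted p values of 0.189 and 0.153. Paired by animal, they were 0.00138 and 0.000892. CCR3 was well above background on 3 of 4 arrays with S. suis and 2 of 4 in co-infection, and under normexp and quantile normalization its change with S. suis was -0.32.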

### Genes associated with host defense

Most of modified genes associated with host defense were up-regulated in BMDCs by PRRSV infection only and *S*. *suis* appeared to have little effect on the expression of such genes. 

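Of the 10 host defense genes named by the paper, 10 were higher in BMDCs with PRRSV, in 4 of 4 animals each, with a median log2 fold change of 2.40. With S. suis 10 were higher too, with a median of 0.89 and 4 of them higher in 4 of 4 animals. Over all genes tested 0 of the 10 passed in either comparison (limma). In the paired fit 9 passed with PRRSV and 0 with S. suis. Adjusted over the list alone 9 and 0 passed, on genes chosen on these arrays. A set test over the 10 genes (fry of limma, which uses the correlation in the data) gave p = 0.0374 with PRRSV and 0.397 with S. suis, or 8.98e-05 and 0.0353 with the animal as a block. Co-infection was higher than S. suis alone for 10 of the 10 genes in 4 of 4 animals, with 0 past the threshold.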

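The paper's IRG-6 is RSAD2 (NM_213817). In BMDCs with PRRSV it had a log2 fold change of 2.99 (standard error 1.23, adjusted p = 0.7497) and GBP1 (NM_001128473) had a log2 fold change of 1.75 (standard error 0.77, adjusted p = 0.802) (limma), both higher in 4 of 4 animals. Paired by animal, the adjusted p values were 0.0160 and 0.0147. With S. suis the log2 fold changes were 1.23 and 0.65, and with the block neither passed.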

Amongst them, IRG-6 and GBP-1 code for molecules that adhere to pathogen-containing vacuoles to inhibit the intracellular growth of these pathogens [43]. The upregulation of genes from the IFIT family, which are genes coding for anti-viral proteins interfering with virus replication [44], as well as three other anti-viral genes: MX1, MX2 and OAS, was observed. 

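With PRRSV, the log2 fold changes in BMDCs were 3.21 for IFIT1 (NM_001244363), 3.23 for IFIT2 (AK230663) and 2.51 for IFIT3 (NM_001204395), with standard errors of 1.33, 1.24 and 1.09. They were 1.97 for MX1 (NM_214061), 2.58 for MX2 (AK345001) and 1.16 for OAS2 (NM_001031796). Each was higher in 4 of 4 animals, and none passed over all genes tested (limma), with adjusted p values from 0.591 to 0.913. In the paired fit the 3 IFIT genes, MX1 and MX2 passed, with adjusted p values from 0.00929 to 0.0429, and OAS2 did not (adjusted p = 0.0836). In animal 1 the rise of IFIT1 was 1.75 and that of OAS2 0.52.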

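In co-infected BMDCs, DDX58 (AF319661) had a log2 fold change of 2.36 (standard error 0.95, adjusted p = 0.355) and IFIH1 (NM_001100194) had a log2 fold change of 2.25 (standard error 0.79, adjusted p = 0.266) (limma), both higher in 4 of 4 animals. Paired by animal, the adjusted p values were 0.00498 and 0.00149. With PRRSV alone the log2 fold changes were 2.29 and 2.17, and with S. suis alone 0.77 and 1.12. Only those with PRRSV passed with the block, with adjusted p values of 0.0161 and 0.00488.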

PRRSV and *S*. *suis* co-infection also induced the expression of DDX58 and IFIH1, two members of the RIG-I-like receptors (RLRs) family, coding for RIG-I and MDA5, which are cytoplasmic sensors of viral infections. The triggering of these receptors recognizing PAMPs leads to the production of type I IFNs and pro-inflammatory cytokines. 

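With S. suis alone, NOD2 (NM_001105295) had a log2 fold change of 0.80 in BMDCs (standard error 0.31, limma adjusted p = 0.653, with the animal as a block 0.124), higher in 4 of 4 animals. In co-infection it was 1.68 (adjusted p = 0.0212), called in 13 of 20 fits that left out arrays. NLRP3 (NM_001256770) had a log2 fold change of 1.52 with S. suis (standard error 0.40, adjusted p = 0.274, with the block 0.0109) and of 2.00 in co-infection (adjusted p = 0.0323, called in 10 of these fits). It was higher in 4 of 4 animals in both.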

Although *S*. *suis* was not able to up-regulate NOD2, it induced (in presence or absence of PRRSV infection) genes responsible for NLRP3, a receptor which recognizes damage-associated molecular patterns.

### Validation of microarray data by real-time qPCR

The expression levels of selected genes found to be differentially expressed by Agilent microarray assay were confirmed using real-time qPCR analysis in order to validate the microarray assay results. The expression of 10 genes upregulated in BMDCs were studied (Table 2). Three of these genes (IL-12p40, IL-23p19 and CCL20) were also tested in monocytes. The majority of the genes tested were modified in similar proportions to those observed in the microarray study (Table 2). In fact, a significant correlation of the RT-qPCR data to the microarray data was observed with a Pearson R value of 0.9832 (R^2^ = 0.9667, P *<* 0.0001). 

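Across the 39 pairs of gene and infection in Table 2, fold changes of the array values correlated with the paper's RT-qPCR folds on the log2 scale with a Pearson r of 0.912 and a Spearman rho of 0.887, each with a permutation p of 0.00001, the smallest that 100000 resamples give. These are 2 measures of one relation, across genes, which are not independent replicates. The 2 pairs farthest out are IFNB1 with PRRSV and in co-infection, and without them r was 0.838. Of the 39 pairs, 38 changed in the same direction and 31 lay within 2-fold, with a median absolute difference of 0.44 on the log2 scale. On linear folds r was 0.982, and 0.662 without the same 2 pairs. With each animal left out, r on the log2 scale stayed between 0.879 and 0.934.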

Small differences sometimes observed could be due to different sensitivity and design of the probes or the primers used in the microarray and the real-time qPCR experiments.

**Table 2:** Validation of microarray gene expression using real-time qPCR in porcine bone-marrow derived dendritic cells (BMDCs) and monocytes infected with PRRSV, *S*. *suis*, or co-infected with both PRRSV and *S*. *suis*.

Gene	Quantification method	Fold increase in expression		
		PRRSV	*S*. *suis*	PRRSV & *S*. *suis*
**BMDCs**				
**Il-6**	Microarray	3.8	35.9	51.8
	qPCR	6.6 ± 2.2	117.8 ± 63.2	150.5 ± 67.2
**CXCL8**	Microarray	1.5	6.6	7.0
	qPCR	1.9 ± 0.4	11.6 ± 4.0	10.1 ± 2.4
**IL-12p40**	Microarray	1.9	3.3	5.7
	qPCR	2.7 ± 0.4	2.9 ± 0.7	7.1 ± 2.4
**IL-23p19**	Microarray	1.8	26.4	29.2
	qPCR	2.6 ± 0.4	3.9 ± 1.5	4.2 ± 0.6
**IL-15**	Microarray	3.1	2.1	4.9
	qPCR	4.7 ± 1.6	2.4 ± 0.6	8.3 ± 3.6
**TNF**	Microarray	8.6	26.5	45.1
	qPCR	10.6 ± 3.1	19.7 ± 5.6	42.5 ± 11.8
**IFN-β**	Microarray	300.9	10.9	308.7
	qPCR	853.1 ± 286.1	17.1 ± 6.3	696.8 ± 240.9
**CCL20**	Microarray	6.5	37.3	47.5
	qPCR	8.2 ± 1.8	40.0 ± 16.2	57.4 ± 18.9
**COX-2**	Microarray	6.5	5.3	11.0
	qPCR	10.2 ± 3.7	5.7 ± 1.1	14.0 ± 3.2
**NOD-2**	Microarray	2.4	1.9	3.1
	qPCR	2.9 ± 0.5	1.8 ± 0.3	3.1 ± 0.5
**Monocytes**				
**Il-12p40**	Microarray	-1.3	19.4	25.8
	qPCR	1.0 ± 0.3	7.4 ± 2.2	7.5 ± 2.2
**IL-23p19**	Microarray	-1.3	10.1	16.5
	qPCR	-1.1 ± 0.4	6.6 ± 1.9	12.9 ± 2.3
**CCL20**	Microarray	1.4	5.0	9.6
	qPCR	1.6 ± 0.7	4.6 ± 1.0	11.7 ± 3.2

## Discussion

Co-infection with PRRSV and *S*. *suis* generally induces exacerbated disease leading to an increased morbidity and mortality [24]. Despite the important economic impact of this co-infection on the porcine industry, few studies have examined the pathogenesis of the concurrent infections and few data on the immune mechanisms that may lead to the greater susceptibility of co-infected animals are available. In the present study, we evaluated the effect of a PRRSV infection on the response to a subsequent *S*. *suis* co-infection with two types of cells: BMDCs and monocytes. We mainly focused the analysis in our study on the inflammatory genes that may be affected during a co-infection. In the bloodstream, PRRSV comes in contact with both cell populations that display different susceptibility to PRRSV infection. While porcine DCs have been reported to be very susceptible to PRRSV infection [44], porcine monocytes may be more refractory to it [45]. Similar results were obtained in the present study, since BMDC were clearly more permissive to virus replication than monocytes.

Once *S*. *suis* reaches deep tissues and bloodstream, it is subjected to the action of phagocytic cells of the immune system. However, in the absence of specific antibodies, it is relatively able to resist phagocytosis and persists in the blood with important inflammatory consequences [9]. *S*. *suis* also interacts with DCs and monocytic cells [10,11], and a previous infection with PRRSV may have an important influence on cell responses. It has been described that porcine DCs are able, to a certain extent, to internalize well-encapsulated *S*. *suis*, despite the anti-phagocytic role of the CPS [11]. Results obtained in this study confirmed such observations, where phagocytosis seems to be time-dependent. However, a pre-infection with PRRSV significantly reduced (around 50%) the internalization of encapsulated *S*. *suis* by BMDCs, though it did not affect the killing rate of intracellular bacteria. It is not clear if these differences observed *in vitro* may have a real influence on the level of antigen processing *in vivo*. Previous studies showed a decreased phagocytic activity of beads and dextran by PRRSV-infected porcine pulmonary alveolar macrophages and monocyte-derived DCs [45,46]. Interestingly, this is the first study showing the effect of PRRSV on the phagocytic properties of DCs using live bacterial pathogens. Very few studies reported the effect of PRRSV on the phagocytic properties of PAMs against live extracellular bacteria. More precisely, a pre-infection of pulmonary alveolar macrophages with PRRSV induced either a decreased activity or had no impact on their ability to ingest and kill *Haemophilus parasuis*, depending on the study [25,26]. To date, no study had been carried out with PRRSV/*S*. *suis* co-infected cells. On the other hand, *S*. *suis* was almost not phagocytosed by monocytes and a pre-infection with PRRSV did not change such observations. Although no differences could be observed between either virus-infected and control cells when a non-encapsulated mutant was used, it remains unclear if herein obtained results are simply related to the low PRRSV infectivity of monocytes. It should be noted that results from the present study are *in vitro*, whereas *in vivo*, other factors may also influence the phagocytosis of bacteria by professional phagocytic cells.

A handful of studies investigated the modification of gene expression following *in vitro* infection of monocytes, pulmonary alveolar macrophages or DCs by PRRSV, some of these using whole transcriptional analyses [47,48]. Very few studies have analyzed the complete gene expression profiles of monocytes or alveolar macrophages activated by *S*. *suis* [49,50]. Yet, none has determined the activation profile of *S*. *suis*-infected DCs. In addition, the transcriptional immune response of porcine cells after a co-infection with PRRSV and *S*. *suis* had not been previously addressed. Gene ontology showed that the main groups of regulated genes were pro-inflammatory mediators and related receptors, as well as host defense genes. Regulated genes of these groups were the main focus of this study. PRRSV induced differential expression of a higher number of genes in BMDCs than in monocytes, as a possible consequence of a lower virus infectivity of the latter cell type. As previously mentioned, it has been reported that monocytes may not be optimally infected by some strains of PRRSV [45].

The innate immune response is the first line of defense against infection [51]. PRRSV infection of cells clearly up-regulated IFN-β and, to a lesser extent, IFN-α, confirming previous published data [52,53]. Interestingly, *S*. *suis* also up-regulated IFN-β and, to a lesser extent, IFN-α. Although the up-regulation of type I IFN genes has previously been reported *in vitro* with swine epithelial cells [54] and *in vivo* in a mouse model of infection [16], this is the first report of a clear up-regulation of such genes by porcine DCs infected with *S*. *suis*. Type I IFNs are now known to play important roles in infections caused by extracellular bacteria, including streptococci [55]. Although the co-infection did not potentiate the expression of type I IFNs compared to cells infected with PRRSV alone, the elevated production of these cytokines by PRRSV could have an incidence on the bacterial infection. IFN-β has been shown to potentiate the septic shock syndrome or to induce the inhibition of the myeloid cell response to IFN-γ, an important cytokine for bacterial clearance [56,57]. However, this hypothesis remains to be confirmed.

One of the hallmarks of the disease caused by *S*. *suis* is an excessive inflammatory host reaction during both systemic (septic shock) and central nervous system (meningitis) infections. Previous studies showed that highly virulent *S*. *suis* serotype 2 strains induced high levels of pro-inflammatory cytokines, which resulted in a cytokine storm that induced higher susceptibility to the infection [16,58]. *In vitro* results obtained in the present study confirmed that BMDCs infected by *S*. *suis* induce the up-regulation of potent inflammatory mediators. When cells were pre-infected with PRRSV, a clear additional or synergistic effect on the expression of chemokines and pro-inflammatory cytokines could be observed when compared to cells infected by a single pathogen. We recently reported that *in vitro* co-infection of swine epithelial cells with *S*. *suis* and swine influenza virus showed an important synergy between the two pathogens regarding the up-regulation of genes coding for inflammatory mediators [54]. A recent study carried out *in vivo* confirmed such observations, also showing a clear increase in clinical signs observed in co-infected animals [59]. More specifically, PRRSV/*S*. *suis* co-infection potentiates the up-regulation of IL-6, CCL5 and TNF-α. Interestingly, it has already been reported that *S*. *suis* is able to induce the production of CCL5 *in vivo* and *in vitro* [15,60], and this expression was also synergistically increased when cells were pre-infected with swine influenza virus [54]. Both TNF-α and IL-6 are known to be key cytokines in the inflammatory response and their over-expression in PRRSV and *S*. *suis* co-infected cells could suggest an increased pro-inflammatory response detrimental for co-infected animals. Moreover, the increased expression of the chemokine CCL5 could participate in a positive feedback loop of the inflammatory response by enhancing the recruitment of macrophages, immature DCs or basophils.

Prostanoids (prostaglandins and thromboxane A2) appear to be important regulators of both the onset and resolution of the inflammatory response. These molecules derive from arachidonic acid, an unsaturated fatty acid that is released from the plasma membrane by phospholipases in response to several activation stimuli, including pro-inflammatory mediators [61]. It is subsequently metabolized by cyclooxygenases (COXs) and lipoxygenases to generate, among other products, prostaglandins (PG). The inducible enzyme COX-2 (PTGS2 gene), which catalyzes the first step in the biosynthesis of PGs from arachidonic acid, is known to contribute to the acute phase of inflammation, especially by catalysing PGE_2_ production. Recent results showed that *S*. *suis* infection results in a shift toward an induction of pro-inflammatory lipid mediators and that treatment with fenretinide is able to reduce the levels of arachidonic acid and hence, reduce the excessive pro-inflammatory response *in vivo* [16]. In addition, *S*. *suis* is able to induce the secretion of PGE_2_ by human macrophages [62]. In the present study, both PRRSV and *S*. *suis* up-regulated the expression of COX-2 and the effect was clearly additive when the two pathogens acted together. A synergism concerning this mediator was recently observed in *S*. *suis*/swine influenza virus co-infected epithelial cells [54]. It may be hypothesized that lipid mediators play an important role in inflammation during *S*. *suis* infection and this role would be amplified during co-infections with important porcine pathogenic viruses.

Co-infections of PRRSV/*S*. *suis* leading to an exacerbated inflammation would confirm previous results obtained in PRRSV co-infections. For example, cells co-infected with PRRSV and porcine circovirus produced more TNF than cells infected with either pathogen [63,64]. An exacerbated inflammatory response was also described in pigs co-infected with PRRSV and *Mycoplasma hyopneumoniae* [65]. A clear synergism of the inflammatory response was also observed between PRRSV and LPS [66–68]. However, results obtained in the present study should still be confirmed *in vivo*.

In conclusion, this study suggests that PRRSV infection can modulate the innate immune system by partially acting on the phagocytosis of *S*. *suis*, but mainly by modulating the development of an exacerbate inflammatory response. DCs, more susceptible to virus infection, are important players in such response. The results of the present study are the first step in understanding the immunological mechanisms explaining the higher susceptibility of PRRSV-infected animals to *S*. *suis*. *In vivo* studies, presently underway, will help to better understand the mechanisms involved during co-infections with these two important swine pathogens.

## Supporting Information

S1 Table Genes upregulated greater than two-fold in porcine BMDCs after infection by PRRSV, *S*. *suis*, or co-infected with both pathogens for 12 h, compared to mock-infected cells. (DOCX) Click here for additional data file.

S2 Table Genes downregulated greater than two-fold in porcine BMDCs after infection by PRRSV, *S*. *suis*, or co-infected with both pathogens for 12 h, compared to mock-infected cells. (DOCX) Click here for additional data file.

S3 Table Genes upregulated greater than two-fold in porcine monocytes after infection by PRRSV, *S*. *suis*, or co-infected with both pathogens for 12 h, compared to mock-infected cells. (DOCX) Click here for additional data file.

S4 Table Genes downregulated greater than two-fold in porcine monocytes infected with PRRSV, *S*. *suis*, or co-infected with both pathogens for 12 h, compared to mock-infected cells. (DOCX) Click here for additional data file.

## References

[1] LunneyJK, BenfieldDA, RowlandRR (2010) Porcine reproductive and respiratory syndrome virus: an update on an emerging and re-emerging viral disease of swine. Virus Res 154: 1–6. 10.1016/j.virusres.2010.10.009 20951175PMC7172856

[2] KimmanTG, CornelissenLA, MoormannRJ, RebelJM, Stockhofe-ZurwiedenN (2009) Challenges for porcine reproductive and respiratory syndrome virus (PRRSV) vaccinology. Vaccine 27: 3704–3718. 10.1016/j.vaccine.2009.04.022 19464553

[3] NeumannEJ, KliebensteinJB, JohnsonCD, MabryJW, BushEJ, SeitzingerAH, et al (2005) Assessment of the economic impact of porcine reproductive and respiratory syndrome on swine production in the United States. J Am Vet Med Assoc 227: 385–392. 1612160410.2460/javma.2005.227.385

[4] Gomez-LagunaJ, SalgueroFJ, PallaresFJ, CarrascoL (2013) Immunopathogenesis of porcine reproductive and respiratory syndrome in the respiratory tract of pigs. Vet J 195: 148–155. 10.1016/j.tvjl.2012.11.012 23265866PMC7128372

[5] GottschalkM, XuJ, CalzasC, SeguraM (2010) Streptococcus suis: a new emerging or an old neglected zoonotic pathogen? Future Microbiol 5: 371–391. 10.2217/fmb.10.2 20210549

[6] MacInnesJI, GottschalkM, LoneAG, MetcalfDS, OjhaS, RosendalT, et al (2008) Prevalence of Actinobacillus pleuropneumoniae, Actinobacillus suis, Haemophilus parasuis, Pasteurella multocida, and Streptococcus suis in representative Ontario swine herds. Can J Vet Res 72: 242–248. 18505187PMC2327245

[7] Goyette-DesjardinsG, AugerJP, XuJ, SeguraM, GottschalkM (2014) Streptococcus suis, an important pig pathogen and emerging zoonotic agent-an update on the worldwide distribution based on serotyping and sequence typing. Emerg Microbes Infect 3: e45 10.1038/emi.2014.45 26038745PMC4078792

[8] MadsenLW, BakH, NielsenB, JensenHE, AalbaekB, RiisingHJ (2002) Bacterial colonization and invasion in pigs experimentally exposed to Streptococcus suis serotype 2 in aerosol. Journal of veterinary medicine B, Infectious diseases and veterinary public health 49: 211–215. 1212104010.1046/j.1439-0450.2002.00491.x

[9] FittipaldiN, SeguraM, GrenierD, GottschalkM (2012) Virulence factors involved in the pathogenesis of the infection caused by the swine pathogen and zoonotic agent Streptococcus suis. Future Microbiol 7: 259–279. 10.2217/fmb.11.149 22324994

[10] GottschalkM, SeguraM (2000) The pathogenesis of the meningitis caused by Streptococcus suis: the unresolved questions. Vet Microbiol 76: 259–272. 1097370010.1016/s0378-1135(00)00250-9

[11] LecoursMP, SeguraM, LachanceC, MussaT, SurprenantC, MontoyaM, et al (2011) Characterization of porcine dendritic cell response to Streptococcus suis. Vet Res 42: 72 10.1186/1297-9716-42-72 21635729PMC3127767

[12] Chabot-RoyG, WillsonP, SeguraM, LacoutureS, GottschalkM (2006) Phagocytosis and killing of Streptococcus suis by porcine neutrophils. Microb Pathog 41: 21–32. 1671409210.1016/j.micpath.2006.04.001

[13] SmithHE, DammanM, van der VeldeJ, WagenaarF, WisselinkHJ, Stockhofe-ZurwiedenN, et al (1999) Identification and characterization of the cps locus of Streptococcus suis serotype 2: the capsule protects against phagocytosis and is an important virulence factor. Infect Immun 67: 1750–1756. 1008501410.1128/iai.67.4.1750-1756.1999PMC96524

[14] WilliamsAE (1990) Relationship between intracellular survival in macrophages and pathogenicity of Streptococcus suis type 2 isolates. Microb Pathog 8: 189–196. 219975510.1016/0882-4010(90)90046-s

[15] Dominguez-PunaroMC, SeguraM, PlanteMM, LacoutureS, RivestS, GottschalkM (2007) Streptococcus suis serotype 2, an important swine and human pathogen, induces strong systemic and cerebral inflammatory responses in a mouse model of infection. J Immunol 179: 1842–1854. 1764105110.4049/jimmunol.179.3.1842

[16] LachanceC, GottschalkM, GerberPP, LemireP, XuJ, SeguraM (2013) Exacerbated type II interferon response drives hypervirulence and toxic shock by an emergent epidemic strain of Streptococcus suis. Infect Immun 81: 1928–1939. 10.1128/IAI.01317-12 23509145PMC3676015

[17] GravelineR, SeguraM, RadziochD, GottschalkM (2007) TLR2-dependent recognition of Streptococcus suis is modulated by the presence of capsular polysaccharide which modifies macrophage responsiveness. Int Immunol 19: 375–389. 1730780010.1093/intimm/dxm003

[18] SeguraM, VadeboncoeurN, GottschalkM (2002) CD14-dependent and -independent cytokine and chemokine production by human THP-1 monocytes stimulated by Streptococcus suis capsular type 2. Clin Exp Immunol 127: 243–254. 1187674610.1046/j.1365-2249.2002.01768.xPMC1906344

[19] OpriessnigT, HalburPG (2012) Concurrent infections are important for expression of porcine circovirus associated disease. Virus Res 164: 20–32. 10.1016/j.virusres.2011.09.014 21959087PMC7114432

[20] Van ReethK, NauwynckH, PensaertM (1996) Dual infections of feeder pigs with porcine reproductive and respiratory syndrome virus followed by porcine respiratory coronavirus or swine influenza virus: a clinical and virological study. Vet Microbiol 48: 325–335. 905412810.1016/0378-1135(95)00145-XPMC7117459

[21] YuJ, WuJ, ZhangY, GuoL, CongX, DuY, et al (2012) Concurrent highly pathogenic porcine reproductive and respiratory syndrome virus infection accelerates Haemophilus parasuis infection in conventional pigs. Vet Microbiol 158: 316–321. 10.1016/j.vetmic.2012.03.001 22460022

[22] BrockmeierSL, PalmerMV, BolinSR (2000) Effects of intranasal inoculation of porcine reproductive and respiratory syndrome virus, Bordetella bronchiseptica, or a combination of both organisms in pigs. Am J Vet Res 61: 892–899. 1095197810.2460/ajvr.2000.61.892

[23] ThackerEL, HalburPG, RossRF, ThanawongnuwechR, ThackerBJ (1999) Mycoplasma hyopneumoniae potentiation of porcine reproductive and respiratory syndrome virus-induced pneumonia. J Clin Microbiol 37: 620–627. 998682310.1128/jcm.37.3.620-627.1999PMC84495

[24] ThanawongnuwechR, BrownGB, HalburPG, RothJA, RoyerRL, ThackerBJ (2000) Pathogenesis of porcine reproductive and respiratory syndrome virus-induced increase in susceptibility to Streptococcus suis infection. Vet Pathol 37: 143–152. 1071464310.1354/vp.37-2-143

[25] SolanoGI, BautistaE, MolitorTW, SegalesJ, PijoanC (1998) Effect of porcine reproductive and respiratory syndrome virus infection on the clearance of Haemophilus parasuis by porcine alveolar macrophages. Can J Vet Res 62: 251–256. 9798089PMC1189490

[26] SegalesJ, DomingoM, BalaschM, SolanoGI, PijoanC (1998) Ultrastructural study of porcine alveolar macrophages infected in vitro with porcine reproductive and respiratory syndrome (PRRS) virus, with and without Haemophilus parasuis. J Comp Pathol 118: 231–243. 959535410.1016/s0021-9975(05)80129-x

[27] GalinaL, PijoanC, SitjarM, ChristiansonWT, RossowK, CollinsJE (1994) Interaction between Streptococcus suis serotype 2 and porcine reproductive and respiratory syndrome virus in specific pathogen-free piglets. Vet Rec 134: 60–64. 813501510.1136/vr.134.3.60

[28] XuM, WangS, LiL, LeiL, LiuY, ShiW, et al (2010) Secondary infection with Streptococcus suis serotype 7 increases the virulence of highly pathogenic porcine reproductive and respiratory syndrome virus in pigs. Virol J 7: 184 10.1186/1743-422X-7-184 20696031PMC2927530

[29] HalburP, ThanawongnuwechR, BrownG, KinyonJ, RothJ, ThackerE, et al (2000) Efficacy of antimicrobial treatments and vaccination regimens for control of porcine reproductive and respiratory syndrome virus and Streptococcus suis coinfection of nursery pigs. J Clin Microbiol 38: 1156–1160. 1069901210.1128/jcm.38.3.1156-1160.2000PMC86362

[30] FengW, LasterSM, TompkinsM, BrownT, XuJS, AltierC, et al (2001) In utero infection by porcine reproductive and respiratory syndrome virus is sufficient to increase susceptibility of piglets to challenge by Streptococcus suis type II. J Virol 75: 4889–4895. 1131236010.1128/JVI.75.10.4889-4895.2001PMC114243

[31] BanchereauJ, BriereF, CauxC, DavoustJ, LebecqueS, LiuYJ, et al (2000) Immunobiology of dendritic cells. Annu Rev Immunol 18: 767–811. 1083707510.1146/annurev.immunol.18.1.767

[32] GeissmannF, ManzMG, JungS, SiewekeMH, MeradM, LeyK (2010) Development of monocytes, macrophages, and dendritic cells. Science 327: 656–661. 10.1126/science.1178331 20133564PMC2887389

[33] HoldenMT, HauserH, SandersM, NgoTH, CherevachI, CroninA, et al (2009) Rapid evolution of virulence and drug resistance in the emerging zoonotic pathogen Streptococcus suis. PLoS One 4: e6072 10.1371/journal.pone.0006072 19603075PMC2705793

[34] LecoursMP, FittipaldiN, TakamatsuD, OkuraM, SeguraM, Goyette-DesjardinsG, et al (2012) Sialylation of Streptococcus suis serotype 2 is essential for capsule expression but is not responsible for the main capsular epitope. Microbes Infect 14: 941–950. 10.1016/j.micinf.2012.03.008 22521569

[35] DeaS, GagnonCA, MardassiH, MilaneG (1996) Antigenic variability among North American and European strains of porcine reproductive and respiratory syndrome virus as defined by monoclonal antibodies to the matrix protein. J Clin Microbiol 34: 1488–1493. 873510310.1128/jcm.34.6.1488-1493.1996PMC229047

[36] MeierWA, GaleotaJ, OsorioFA, HusmannRJ, SchnitzleinWM, ZuckermannFA (2003) Gradual development of the interferon-gamma response of swine to porcine reproductive and respiratory syndrome virus infection or vaccination. Virology 309: 18–31. 1272672310.1016/s0042-6822(03)00009-6

[37] AurayG, FacciMR, van KesselJ, BuchananR, BabiukLA, GerdtsV (2013) Porcine neonatal blood dendritic cells, but not monocytes, are more responsive to TLRs stimulation than their adult counterparts. PLoS One 8: e59629 10.1371/journal.pone.0059629 23667422PMC3648567

[38] GagnonCA, del CastilloJR, MusicN, FontaineG, HarelJ, TremblayD (2008) Development and use of a multiplex real-time quantitative polymerase chain reaction assay for detection and differentiation of Porcine circovirus-2 genotypes 2a and 2b in an epidemiological survey. J Vet Diagn Invest 20: 545–558. 1877608510.1177/104063870802000503

[39] BustinSA, BenesV, GarsonJA, HellemansJ, HuggettJ, KubistaM, et al (2009) The MIQE guidelines: minimum information for publication of quantitative real-time PCR experiments. Clin Chem 55: 611–622. 10.1373/clinchem.2008.112797 19246619

[40] SchmittgenTD, LivakKJ (2008) Analyzing real-time PCR data by the comparative C(T) method. Nat Protoc 3: 1101–1108. 1854660110.1038/nprot.2008.73

[41] TohnoM, UedaW, AzumaY, ShimazuT, KatohS, WangJM, et al (2008) Molecular cloning and functional characterization of porcine nucleotide-binding oligomerization domain-2 (NOD2). Mol Immunol 45: 194–203. 1755993610.1016/j.molimm.2007.04.019

[42] de HoonMJ, ImotoS, NolanJ, MiyanoS (2004) Open source clustering software. Bioinformatics 20: 1453–1454. 1487186110.1093/bioinformatics/bth078

[43] SaldanhaAJ (2004) Java Treeview—extensible visualization of microarray data. Bioinformatics 20: 3246–3248. 1518093010.1093/bioinformatics/bth349

[44] McNabF, Mayer-BarberK, SherA, WackA, O'GarraA (2015) Type I interferons in infectious disease. Nat Rev Immunol 15: 87–103. 10.1038/nri3787 25614319PMC7162685

[45] WangX, EatonM, MayerM, LiH, HeD, NelsonE, et al (2007) Porcine reproductive and respiratory syndrome virus productively infects monocyte-derived dendritic cells and compromises their antigen-presenting ability. Arch Virol 152: 289–303. 1703175710.1007/s00705-006-0857-1

[46] De BaereMI, Van GorpH, DelputtePL, NauwynckHJ (2012) Interaction of the European genotype porcine reproductive and respiratory syndrome virus (PRRSV) with sialoadhesin (CD169/Siglec-1) inhibits alveolar macrophage phagocytosis. Vet Res 43: 47 10.1186/1297-9716-43-47 22630829PMC3403922

[47] LiB, DuL, XuX, SunB, YuZ, FengZ, et al (2015) Transcription analysis on response of porcine alveolar macrophages to co-infection of the highly pathogenic porcine reproductive and respiratory syndrome virus and Mycoplasma hyopneumoniae. Virus Res 196: 60–69. 10.1016/j.virusres.2014.11.006 25445346

[48] ZhouP, ZhaiS, ZhouX, LinP, JiangT, HuX, et al (2011) Molecular characterization of transcriptome-wide interactions between highly pathogenic porcine reproductive and respiratory syndrome virus and porcine alveolar macrophages in vivo. Int J Biol Sci 7: 947–959. 2185020410.7150/ijbs.7.947PMC3157269

[49] de GreeffA, BengaL, WichgersSchreur PJ, Valentin-WeigandP, RebelJM, SmithHE (2010) Involvement of NF-kappaB and MAP-kinases in the transcriptional response of alveolar macrophages to Streptococcus suis. Vet Microbiol 141: 59–67. 10.1016/j.vetmic.2009.07.031 19709818

[50] LiuM, TanC, FangL, XiaoS, ChenH (2011) Microarray analyses of THP-1 cells infected with Streptococcus suis serotype 2. Vet Microbiol 150: 126–131. 10.1016/j.vetmic.2010.12.014 21255946

[51] LevyDE, MarieIJ, DurbinJE (2011) Induction and function of type I and III interferon in response to viral infection. Curr Opin Virol 1: 476–486. 10.1016/j.coviro.2011.11.001 22323926PMC3272644

[52] ZhangH, GuoX, NelsonE, Christopher-HenningsJ, WangX (2012) Porcine reproductive and respiratory syndrome virus activates the transcription of interferon alpha/beta (IFN-alpha/beta) in monocyte-derived dendritic cells (Mo-DC). Vet Microbiol 159: 494–498. 10.1016/j.vetmic.2012.04.025 22592217PMC7127654

[53] LeeSM, SchommerSK, KleiboekerSB (2004) Porcine reproductive and respiratory syndrome virus field isolates differ in in vitro interferon phenotypes. Vet Immunol Immunopathol 102: 217–231. 1550730710.1016/j.vetimm.2004.09.009PMC7112598

[54] DangY, LachanceC, WangY, GagnonCA, SavardC, SeguraM, et al (2014) Transcriptional approach to study porcine tracheal epithelial cells individually or dually infected with swine influenza virus and Streptococcus suis. BMC Vet Res 10: 86 10.1186/1746-6148-10-86 24708855PMC4022123

[55] MancusoG, MidiriA, BiondoC, BeninatiC, ZummoS, GalboR, et al (2007) Type I IFN signaling is crucial for host resistance against different species of pathogenic bacteria. J Immunol 178: 3126–3133. 1731216010.4049/jimmunol.178.5.3126

[56] KaraghiosoffM, SteinbornR, KovarikP, KriegshauserG, BaccariniM, DonabauerB, et al (2003) Central role for type I interferons and Tyk2 in lipopolysaccharide-induced endotoxin shock. Nat Immunol 4: 471–477. 1267981010.1038/ni910

[57] KearneySJ, DelgadoC, EshlemanEM, HillKK, O'ConnorBP, LenzLL (2013) Type I IFNs Downregulate Myeloid Cell IFN-gamma Receptor by Inducing Recruitment of an Early Growth Response 3/NGFI-A Binding Protein 1 Complex That Silences ifngr1 Transcription. J Immunol 191: 3384–3392. 10.4049/jimmunol.1203510 23935197PMC3777655

[58] Dominguez-PunaroMC, SeguraM, RadziochD, RivestS, GottschalkM (2008) Comparison of the susceptibilities of C57BL/6 and A/J mouse strains to Streptococcus suis serotype 2 infection. Infect Immun 76: 3901–3910. 10.1128/IAI.00350-08 18573893PMC2519407

[59] LinX, HuangC, ShiJ, WangR, SunX, LiuX, et al (2015) Investigation of Pathogenesis of H1N1 Influenza Virus and Swine Streptococcus suis Serotype 2 Co-Infection in Pigs by Microarray Analysis. PLoS One 10: e0124086 10.1371/journal.pone.0124086 25906258PMC4407888

[60] BonifaitL, GrenierD (2011) The SspA subtilisin-like protease of Streptococcus suis triggers a pro-inflammatory response in macrophages through a non-proteolytic mechanism. BMC Microbiol 11: 47 10.1186/1471-2180-11-47 21362190PMC3058005

[61] RicciottiE, FitzGeraldGA (2011) Prostaglandins and inflammation. Arterioscler Thromb Vasc Biol 31: 986–1000. 10.1161/ATVBAHA.110.207449 21508345PMC3081099

[62] JobinMC, GottschalkM, GrenierD (2006) Upregulation of prostaglandin E2 and matrix metalloproteinase 9 production by human macrophage-like cells: synergistic effect of capsular material and cell wall from Streptococcus suis. Microb Pathog 40: 29–34. 1632481910.1016/j.micpath.2005.10.003

[63] TsaiYC, ChangHW, JengCR, LinTL, LinCM, WanCH, et al (2012) The effect of infection order of porcine circovirus type 2 and porcine reproductive and respiratory syndrome virus on dually infected swine alveolar macrophages. BMC Vet Res 8: 174 10.1186/1746-6148-8-174 23009687PMC3528418

[64] ShiKC, GuoX, GeXN, LiuQ, YangHC (2010) Cytokine mRNA expression profiles in peripheral blood mononuclear cells from piglets experimentally co-infected with porcine reproductive and respiratory syndrome virus and porcine circovirus type 2. Vet Microbiol 140: 155–160. 10.1016/j.vetmic.2009.07.021 19854008

[65] ThanawongnuwechR, ThackerB, HalburP, ThackerEL (2004) Increased production of proinflammatory cytokines following infection with porcine reproductive and respiratory syndrome virus and Mycoplasma hyopneumoniae. Clin Diagn Lab Immunol 11: 901–908. 1535865010.1128/CDLI.11.5.901-908.2004PMC515260

[66] QiaoS, FengL, BaoD, GuoJ, WanB, XiaoZ, et al (2011) Porcine reproductive and respiratory syndrome virus and bacterial endotoxin act in synergy to amplify the inflammatory response of infected macrophages. Vet Microbiol 149: 213–220. 10.1016/j.vetmic.2010.11.006 21129861

[67] Van GuchtS, LabarqueG, Van ReethK (2004) The combination of PRRS virus and bacterial endotoxin as a model for multifactorial respiratory disease in pigs. Vet Immunol Immunopathol 102: 165–178. 1550730310.1016/j.vetimm.2004.09.006PMC7112634

[68] van GuchtS, van ReethK, PensaertM (2003) Interaction between porcine reproductive-respiratory syndrome virus and bacterial endotoxin in the lungs of pigs: potentiation of cytokine production and respiratory disease. J Clin Microbiol 41: 960–966. 1262401610.1128/JCM.41.3.960-966.2003PMC150282

# Supplementary material for: Transcriptional Analysis of PRRSV-Infected Porcine Dendritic Cell Response to Streptococcus suis Infection Reveals Up-Regulation of Inflammatory-Related Genes Expression
**Source:** PLoS One. 2016 May 23;11(5):e0156019. doi: 10.1371/journal.pone.0156019
**Supplement:** S1 Table

**Supplemental Table S1**: Genes upregulated greater than two-fold in porcine BMDCs after infection by PRRSV, *S. suis*, or co-infected with both pathogens for 12 h, compared to mock-infected cells

# Supplementary material for: Transcriptional Analysis of PRRSV-Infected Porcine Dendritic Cell Response to Streptococcus suis Infection Reveals Up-Regulation of Inflammatory-Related Genes Expression
**Source:** PLoS One. 2016 May 23;11(5):e0156019. doi: 10.1371/journal.pone.0156019
**Supplement:** S2 Table

**Supplemental Table S2**: Genes downregulated greater than two-fold in porcine BMDCs after infection by PRRSV, *S. suis*, or co-infected with both pathogens for 12 h, compared to mock-infected cells

# Supplementary material for: Transcriptional Analysis of PRRSV-Infected Porcine Dendritic Cell Response to Streptococcus suis Infection Reveals Up-Regulation of Inflammatory-Related Genes Expression
**Source:** PLoS One. 2016 May 23;11(5):e0156019. doi: 10.1371/journal.pone.0156019
**Supplement:** S3 Table

**Supplemental Table S3:** Genes upregulated greater than two-fold in porcine monocytes after infection by PRRSV, *S. suis*, or co-infected with both pathogens for 12 h, compared to mock-infected cells

# Supplementary material for: Transcriptional Analysis of PRRSV-Infected Porcine Dendritic Cell Response to Streptococcus suis Infection Reveals Up-Regulation of Inflammatory-Related Genes Expression
**Source:** PLoS One. 2016 May 23;11(5):e0156019. doi: 10.1371/journal.pone.0156019
**Supplement:** S4 Table

**Supplemental Table S4:** Genes downregulated greater than two-fold in porcine monocytes infected with PRRSV, *S. suis*, or co-infected with both pathogens for 12 h, compared to mock-infected cells

How the deposited data were processed for this re-analysis (not part of the article)

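RNA of BMDCs and of blood monocytes, from 4 animals each, was measured on Agilent porcine arrays in 1 colour, in mock-infected cells and after infection with PRRSV, S. suis or both. There were 4 arrays in each of 8 groups and 32 in all. The spot intensities were extracted by the authors with Agilent Feature Extraction, per the file headers, as raw median brightness of spot and background and as a processed signal with the background subtracted, a spatial trend removed and dim spots set to a floor, without normalization between arrays. The deposited table of log2 values was normalized by the authors, whose methods name VSN. Tested on the files, it follows an arsinh curve of the median spot signal minus the median background on each array. The condition of each array was taken from the sample labels. For 1 co-infected BMDC array the labels conflict in the cell type, and it was taken as BMDCs from its title and from the 4 arrays that each group needs.

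The processed signal of the 16 arrays of each cell type was normalized with an own version of VSN, an arsinh curve per array fitted by maximum likelihood on a share of 0.9 of the probes over 7 rounds, without the spots that Feature Extraction had marked as not uniform or as outliers of their population. On this signal the fit ended at the logarithm of the signal plus a negative offset for each array, with a largest gap of 8.55e-06. Within single arrays, the deposited values had a Spearman correlation with the processed signal between 0.919 and 0.985. Probes were named by RefSeq symbol through their accession, then by the paper's supplementary tables. RefSeq gave a symbol for 6893 probes and the tables for 417 more. For 18398 probes the accession differs between the 2 versions of the array design, and either one was used. The median share of probes well above background lay between 56.8% and 61.7% in the 8 groups, and the number of arrays limits the precision.

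Groups were compared with limma 3.58.1 in R 4.3.3 (statmod 1.5.0, data.table 1.17.8, jsonlite 2.0.0), in 1 fit over the 16 arrays of a cell type, two-sided, with Benjamini-Hochberg adjustment over all probes of a comparison. Differences between cell types were tested in 1 fit over both. A gene was called at a fold change of 2 or more and an adjusted p of 0.05 or less and counted by distinct name. The methods name an analysis of variance, false discovery rates and a p of 0.05. The host defense genes were also tested as a set with fry. Additivity was tested within animals with exact sign-flip permutation tests, and the correlation with the paper's RT-qPCR folds with 100000 permutations. The genes named are those of the paper's results text and Table 2, and for each comparison with mock the 3 with the largest rise and the 3 with the largest fall among called probes with a gene name, changed the same way in 4 of 4 animals and well above background on all arrays of a group. A gene with several probes is given by the brightest probe that matches the accession in the paper's tables, or else the symbol. This rule, the limma, additivity and correlation tests and the alternatives were fixed before the data were examined, except where an alternative is said to have been added. The set test was chosen later.

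Same-numbered arrays come from the same animal by the labels. Their deviations from the group means correlated with r between 0.600 and 0.886 in BMDCs (median 0.756 over 24 pairs, other pairs -0.24) and between 0.000965 and 0.898 in monocytes (median 0.617, other pairs -0.19), so that the numbers pair the arrays. On simulated data with 200 changed probes, the fit without a block recovered 143, among them 100 of the 100 changed 4-fold or more, and called 7 unchanged probes. With a simulated animal effect, of the 100 changed 4-fold or more it recovered 41, and the fit with the block recovered 100. Alternatives were another scaling (75th percentile), normexp with an offset of 50 on the median signal and quantile normalization, the deposited table, a filter on dim probes, marked spots kept, an unadjusted p, the analysis of variance, the animal or the slide as a block, the slide as a random block, fits of 2 groups, probes counted, folds of group means, linear folds, and each array and each animal left out. Added after the data were seen were VSN of the background-subtracted signal, counts of RefSeq symbols alone, and the deposited table with an unadjusted p or with the animal as a block. Marker genes of T, B and cytotoxic lymphocytes, red cells and monocytes were listed before their test. Gene ontology, cytometry and bacterial counts were not analysed here.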

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

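The tests of other splits of the arrays were planned. The slide and the animal as a block and the fits that left out arrays were planned too. The comparison of arrays on slide 4, the count of genes called both with and without the slide as a block and the search for single animals that stand apart were chosen only after the results were seen. In groups of 4 animals, a single animal was singled out where its distance to the nearest other animal passed Dixon's critical value for the share of the whole range. Chance does so in about 1 in 20 groups, which makes 13 of the 262 groups examined, and 8 were found.

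In BMDCs with PRRSV, AMCF-II rose by a log2 fold change of 2.24 in animal 4 and by 0.40 to 0.60 in the others. IFIT1 rose by 1.75 in animal 1 and by 3.55 to 3.85 in the others, and OAS2 by 0.52 in animal 1 and by 1.31 to 1.47 in the others. In monocytes with PRRSV, IFNA1 changed by -3.31 in animal 3 and by -1.16 to -0.84 in the others, CCR3 by 0.11 in animal 3 and by -0.31 to -0.27 in the others, and MX1 by 0.016 in animal 1 and by 0.59 to 0.68 in the others. CXCR2 changed by -2.68 in animal 2 in co-infected monocytes and by -1.74 to -1.55 in the others. DDX58 changed by 0.92 in animal 3 in monocytes with S. suis and by -0.86 to -0.61 in the others. As there are no more of these than chance gives, no explanation of a single one was tested. A difference between animals, which the design names, stays open and untested.

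The cell types differed, by a test of the difference without a block, for 16 genes with S. suis, 40 with PRRSV and 159 in co-infection. Of the named genes, CCL4 differed by a log2 change of 3.46 with S. suis (adjusted p = 0.0460, limma) and 3.70 in co-infection (0.0100), CCL14 by 3.10 (0.0489), CCL5 by 4.58 with PRRSV (0.000464) and 3.52 in co-infection (0.00893) on the probe for AK233548, TNF by 4.60 (0.0100) and IFNB1 by 7.18 (0.0274), all higher in BMDCs. The other 2 probes of CCL5 differed by 0.39 and 0.40 with PRRSV and by -0.47 and -0.52 in co-infection, none past the threshold. For IFNB1, mock-infected BMDCs were well above background on 1 of 4 arrays. Its log2 fold change in co-infected BMDCs was 10.50, or 5.40 under normexp and quantile normalization. The size of its difference between the cell types is therefore uncertain. Among 100 splits of the arrays within animals, 1 called as many genes for S. suis, 8 for PRRSV and 4 for co-infection, the real one included. The splits exchange infected and mock-infected arrays within animals of each cell type, and so remove the infection effect itself. They cannot tell whether chance explains a difference between the cell types. The cell types lay on different slides. With the slide as a block 0, 4 and 64 genes differed, and with the slide as a random block 15, 38 and 171. With the animal as a block 943, 552 and 1426 differed. Without animal 2 they were 0, 9 and 11, and without animal 3 there were 69 for S. suis and 224 for co-infection. Of the genes called without the slide as a block, 4 of the 40 with PRRSV and 60 of the 159 in co-infection were called with it in the same direction, which argues against an offset between slides as the whole cause for these genes. For the other 36 and 99 and for the 16 with S. suis, slide and cell type cannot be told apart. The monocyte groups share few slides, and their PRRSV and mock-infected arrays share none, so that the block leaves few arrays to compare. A difference between the cell types in their response stays open, as does their source, which differs too (bone marrow culture and blood).

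Called names that S1 to S4 Tables do not list numbered 12 in BMDCs with S. suis (0 with a gene symbol), 68 with PRRSV (1), 231 in co-infection (7), 196 in monocytes with S. suis (7) and 141 in co-infected monocytes (2). In addition, 36 genes were called in co-infected BMDCs against S. suis alone, a comparison for which the paper gives no list. Each count of BMDCs came from the real split alone among the 8 splits that part the 4 pairs of arrays, 1 of 8, which can never be under 0.125, so that chance cannot be excluded with these splits. The other splits part fewer pairs, and among all 35 the highest other number was 6 in BMDCs and 4 in monocytes against mock. For monocytes, probes picked on the other slides changed by a median of 1.20 on slide 4 with S. suis, against 1.81 where they were picked, and in co-infection by 0.60 against 2.06. Slide 4 holds 1 mock-infected array, from another animal than the arrays it is set against, and with the slide as a block 0 genes were called, so that slide and infection cannot be told apart. Most of these names have no gene symbol, and what they encode was not tested.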

How the results depend on the processing

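All alternatives but 4 were planned. VSN of the background-subtracted signal, counts of RefSeq symbols alone and the deposited table with an unadjusted p or with the animal as a block were chosen after the data were seen. Of the counts set beside these alternatives with all arrays kept, 160 stayed within 1.5 times and 156 did not. The counts that follow are those that moved by more than 1.5 times. Where no cause is named, the cause was not tested.

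Scaling to the 75th percentile called in BMDCs 59 higher and 11 lower with S. suis, 0 lower with PRRSV and 137 lower in co-infection. For monocytes the numbers were 227 higher with S. suis and 207 higher and 200 lower in co-infection. Between cell types there were 25 with S. suis and 61 with PRRSV. Normexp and quantile normalization called in BMDCs 26 higher and 1 lower with S. suis, 13 higher and 2 lower with PRRSV, 167 higher and 32 lower in co-infection and 4 in co-infection against S. suis alone. For monocytes the numbers were 43 higher and 25 lower with S. suis and 51 higher and 29 lower in co-infection. The cell types differed for 6 with S. suis. The deposited table called in BMDCs 44 higher with S. suis, 0 lower with PRRSV and 87 lower in co-infection. For monocytes there were 213 lower with S. suis and 136 higher and 264 lower in co-infection. VSN of the background-subtracted signal called in BMDCs 33 higher and 13 lower with S. suis and 114 lower in co-infection. For monocytes the numbers were 219 lower with S. suis and 153 higher and 215 lower in co-infection.

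With only probes well above background tested, which leaves fewer probes to adjust for, limma called in BMDCs 68 higher and 18 lower with S. suis, 2 lower with PRRSV, 426 higher and 163 lower in co-infection and 55 in co-infection against S. suis alone. For monocytes it came to 169 higher and 356 lower with S. suis and 192 higher and 304 lower in co-infection. The cell types differed for 257 in co-infection. An unadjusted p, a weaker threshold by construction, called in BMDCs 645 higher and 559 lower with S. suis, 941 higher and 418 lower with PRRSV, 1322 higher and 925 lower in co-infection, 1099 in co-infection against S. suis alone and 564 apart from the product of the single effects. For monocytes there were 1080 higher and 930 lower with S. suis, 1032 higher and 280 lower with PRRSV, 817 higher and 948 lower in co-infection, 857 in co-infection against S. suis alone and 1329 apart from the product of the single effects. The cell types differed for 1617 with S. suis, 2144 with PRRSV and 2246 in co-infection. The analysis of variance called in BMDCs 4 higher and 2 lower with S. suis and 44 higher and 0 lower with PRRSV.

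The animal as a replicate block called in BMDCs 283 higher and 128 lower with S. suis, 298 higher and 40 lower with PRRSV, 943 higher and 529 lower in co-infection and 94 in co-infection against S. suis alone. For monocytes there were 454 higher and 716 lower with S. suis and 420 higher and 612 lower in co-infection. Between cell types there were 943 with S. suis, 552 with PRRSV and 1426 in co-infection. The block changed no other count by more than 1.5 times, and 64 of the 132 results of single genes passed with it that had not passed without it. No other call changed with it. With the slide as a block, limma called in BMDCs 8 higher and 3 lower with S. suis and 0 lower with PRRSV. For monocytes the numbers were 0 higher and 0 lower with S. suis and 0 higher and 0 lower in co-infection. Between cell types there were 0 with S. suis, 4 with PRRSV and 64 in co-infection. With the slide as a random block there were in monocytes 45 higher and 59 lower with S. suis. Fits of only the 8 arrays compared, which leave fewer arrays for the spread, called in BMDCs 1 higher and 0 lower with S. suis, 29 higher and 0 lower with PRRSV, 98 higher and 27 lower in co-infection and 0 in co-infection against S. suis alone. For monocytes the numbers were 4 higher and 3 lower with S. suis, 26 higher and 1 lower with PRRSV and 0 higher and 0 lower in co-infection. Between cell types there were 1 with S. suis and 78 in co-infection.

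Counting RefSeq symbols alone, which leaves out most probes, gave in BMDCs 6 higher and 0 lower with S. suis, 14 higher and 0 lower with PRRSV, 62 higher and 2 lower in co-infection and 5 in co-infection against S. suis alone. For monocytes it came to 8 higher and 28 lower with S. suis and 7 higher and 22 lower in co-infection. Between cell types there were 8 with S. suis, 3 with PRRSV and 34 in co-infection. The deposited table with an unadjusted p called in BMDCs 366 higher and 164 lower with S. suis, 484 higher and 88 lower with PRRSV, 921 higher and 476 lower in co-infection, 426 in co-infection against S. suis alone and 204 apart from the product of the single effects. For monocytes there were 299 higher and 474 lower with S. suis, 95 higher and 28 lower with PRRSV, 325 higher and 506 lower in co-infection, 195 in co-infection against S. suis alone and 636 apart from the product of the single effects. The cell types differed for 1070 with S. suis, 1093 with PRRSV and 1951 in co-infection. The deposited table with the animal as a block called in BMDCs 313 higher and 109 lower with S. suis, 375 higher and 38 lower with PRRSV, 858 higher and 450 lower in co-infection and 134 in co-infection against S. suis alone. For monocytes there were 258 higher and 461 lower with S. suis, 1 higher with PRRSV and 292 higher and 490 lower in co-infection. Between cell types there were 860 with S. suis, 632 with PRRSV and 1423 in co-infection. Marked spots kept, probes counted and folds of group means moved no count by more than 1.5 times.

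Leaving out 1 array or 1 animal at a time, with the remaining arrays taken to vary alike, gave in BMDCs 0 to 54 higher and 0 to 11 lower genes with S. suis, 10 to 112 higher and 0 to 3 lower genes with PRRSV and 20 to 303 higher and 2 to 75 lower genes in co-infection. Co-infection against S. suis alone gave 0 to 48 and the interaction 0 to 1. These fits gave in monocytes 0 to 200 higher and 3 to 472 lower genes with S. suis, 0 to 10 higher and 0 to 1 lower genes with PRRSV and 0 to 131 higher and 2 to 205 lower genes in co-infection. Co-infection against S. suis alone gave 0 to 2 and the interaction 0 to 1. Between the cell types the fits gave 0 to 69 with S. suis, 9 to 80 with PRRSV and 11 to 224 in co-infection. In BMDCs the lowest counts came without animal 2 for co-infection (20 higher), in 7 of 20 fits for S. suis (0 higher) and without animal 4 for PRRSV (10 higher), and the highest without the mock-infected array of animal 3 (54 with S. suis), the S. suis array of animal 4 (303 in co-infection) or the PRRSV array of animal 1 (112). In monocytes the counts with S. suis were 0 higher and 3 lower without animal 1 and 200 and 472 without the S. suis array of animal 3. In co-infection they were 0 and 2 without animal 1 or animal 4 and 131 and 205 without the S. suis array of animal 2, and with PRRSV 10 were higher without the PRRSV or the co-infected array of animal 4. In co-infection against S. suis alone, BMDCs gave 0 without animal 2 and 48 without the PRRSV array of animal 1, and monocytes 2 without animal 3. With 1 animal left out, genes above the sum of the single effects in all animals numbered 3 to 4, and the correlation with RT-qPCR stayed between 0.879 and 0.934.

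None of the 132 results of single genes reversed its direction under the 12 alternatives that keep all arrays. Fits of 2 groups took 25 below the threshold, the slide as a block 18, normexp and quantile normalization 14 (with 4 raised past it), the analysis of variance 6, marked spots kept 3 and the slide as a random block 3 (with 3 raised). The deposited table and VSN of the background-subtracted signal each took 1 below and raised 9 and 11. An unadjusted p raised 62, the filter on dim probes 15 and the 75th percentile 9. Signal over background limits what is seen. VSN on the processed signal ended at a logarithm of the signal plus a negative offset (largest gap 8.55e-06), which widens differences among probes near the floor.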

Differences from the paper's values

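The alternatives named here were set before the data were examined, unless said to be chosen after seeing the values.

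Of higher genes with S. suis in BMDCs, the paper reports 113, and 13 were called here. The number here is instead the higher one under an unadjusted p (645) and the animal as a block (283). Under each other alternative set before the data were examined it stays lower than the paper's by more than 1.5 times. Of those chosen after seeing the values, the deposited table with an unadjusted p (366) and the deposited table with the animal as a block (313) gave higher numbers. Of lower genes with S. suis in BMDCs, the paper reports 35, and 7 were called here. It is instead the higher one under an unadjusted p (559) and the animal as a block (128). Under all other alternatives set before the data were examined it stays lower than the paper's by more than 1.5 times. Among alternatives chosen after seeing the values, the deposited table with an unadjusted p (164) and the deposited table with the animal as a block (109) gave instead higher numbers. Of higher genes in co-infection alone in BMDCs, the paper reports 40, and 164 were called here. This is no longer so under the fit without animal 4 (43) and the fit without the co-infected array of animal 2 (51). The value turns out the lower one under the fit without animal 1 (23) and the fit without animal 2 (12). With the other alternatives set before the data were examined it stays higher than the paper's by more than 1.5 times. Of genes changed with PRRSV in BMDCs, the paper reports 135, and 86 were called here. The difference is gone under the 75th percentile scaling (96), the filter on dim probes (109), the slide as a random block (91), probes counted (90) and the fit without the PRRSV array of animal 1 (113). The number here is instead the higher one under an unadjusted p (1358) and the animal as a block (338). Under each other alternative set before the data were examined it stays lower than the paper's by more than 1.5 times. Of those chosen after seeing the values, the deposited table with an unadjusted p (572) and the deposited table with the animal as a block (413) gave higher numbers.

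Of higher genes with S. suis in monocytes, the paper reports 68, and 105 were called here. This difference is gone under marked spots kept (91), the fit without the mock-infected array of animal 2 (49), the fits without the PRRSV array of animal 2 (58), 3 (76) or 4 (58), the fits without the S. suis array of animal 2 (47) or 4 (52) and the fits without the co-infected array of animal 1 (72), 2 (77), 3 (65) or 4 (86). It is instead the lower one under normexp and quantile normalization (43), the slide as a block (0), the slide as a random block (45), fits of 2 groups (4), the fit without animal 1 (0), the fit without animal 2 (36), the fit without animal 3 (25), the fit without animal 4 (1), the fits without the mock-infected array of animal 1 (16), 3 (22) or 4 (10), the fit without the PRRSV array of animal 1 (43) and the fit without the S. suis array of animal 1 (17). Under all other alternatives set before the data were examined it stays higher than the paper's by more than 1.5 times. Of lower genes in co-infection in monocytes, the paper reports 164, and 97 were called here. This is no longer so under the 75th percentile scaling (200), the analysis of variance (142), probes counted (125) and the fits without the S. suis array of animal 2 (205) or 3 (137). The value turns out the higher one under the deposited table (264), the filter on dim probes (304), an unadjusted p (948) and the animal as a block (612). With the other alternatives set before the data were examined it stays lower than the paper's by more than 1.5 times. It is also gone under VSN of background-subtracted signal (215), chosen after seeing the values. From those chosen after seeing the values, the deposited table with an unadjusted p (506) and the deposited table with the animal as a block (490) gave instead higher numbers. Of lower genes shared by S. suis and co-infection in monocytes, the paper reports 111, and 63 were called here. The difference is gone under the 75th percentile scaling (120), the deposited table (143), the analysis of variance (95), probes counted (85) and the fit without the S. suis array of animal 3 (108). The number here is instead the higher one under the filter on dim probes (204), an unadjusted p (535) and the animal as a block (435). Under each other alternative set before the data were examined it stays lower than the paper's by more than 1.5 times. It is also gone under VSN of background-subtracted signal (146), chosen after seeing the values. Of those chosen after seeing the values, the deposited table with an unadjusted p (290) and the deposited table with the animal as a block (304) gave higher numbers. Of lower genes in co-infection alone in monocytes, the paper reports 52, and 34 were called here. This difference is gone under the analysis of variance (47), the slide as a random block (47), probes counted (40), the fit without the S. suis array of animal 1 (43) and the fit without the co-infected array of animal 4 (52). It is instead the higher one under the 75th percentile scaling (80), the deposited table (121), the filter on dim probes (100), an unadjusted p (381), the animal as a block (177) and the fit without the S. suis array of animal 2 (184). Under all other alternatives set before the data were examined it stays lower than the paper's by more than 1.5 times. It is also gone under VSN of background-subtracted signal (69), chosen after seeing the values. Among alternatives chosen after seeing the values, the deposited table with an unadjusted p (212) and the deposited table with the animal as a block (186) gave instead higher numbers. Of genes changed with PRRSV in monocytes, the paper reports 16, and 0 were called here. This is no longer so under the fit without the co-infected array of animal 4 (11). The value turns out the higher one under an unadjusted p (1309) and fits of 2 groups (27). With the other alternatives set before the data were examined it stays lower than the paper's by more than 1.5 times. From those chosen after seeing the values, the deposited table with an unadjusted p (123) gave instead higher numbers.

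The paper's correlation of array and RT-qPCR folds is 0.9832, and the one here is 0.912 on the log2 scale and 0.982 on linear folds, the scale on which it no longer differs. On the log2 scale it differs under each normalization and with each animal left out. For OAS2, BMDCs, PRRSV, the paper's S1 Table gives a fold of 3.5, and the fold here is 2.24. This difference is gone under the fit without animal 1 (2.60), the fits without the mock-infected array of animal 1 (3.19) or 2 (2.34) and the fits without the PRRSV array of animal 3 (2.53) or 4 (2.72). It stays lower under the other normalizations, with marked spots kept and without each other animal or array. It is also gone on each of the other 4 probes of OAS2, with folds of 2.73 to 3.67, chosen after seeing the values. For OAS2, BMDCs, PRRSV and S. suis, the paper's S1 Table gives a fold of 3.3, and the fold here is 2.06. This is no longer so under the fit without animal 1 (2.39), the fit without the mock-infected array of animal 1 (2.93) and the fits without the co-infected array of animal 3 (2.33) or 4 (2.34). It stays lower under the other normalizations, with marked spots kept and without each other animal or array. It is also gone on each of the other 4 probes of OAS2, with folds of 2.41 to 3.59, chosen after seeing the values.

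The paper states that only a few of the higher genes of co-infected BMDCs were found in co-infection alone, while here they were 164 of 254. With animals or arrays left out their number was 12 to 228. Of the 254 names 62 carry a gene symbol, and the paper's lists may leave out the others, so that the units may differ. The paper states that IL-6 was synergistic in co-infected BMDCs, while here its mean excess over the sum of the single folds was -2.79, above the sum in 2 of 4 animals. Single animals lay between -36.5 and 23.1, and the mean ratio to the sum was 1.12. The paper's own IL-6 folds with PRRSV, S. suis and both were 3.8, 35.9 and 51.8 on the array. By RT-qPCR they were 6.6 ± 2.2, 117.8 ± 63.2 and 150.5 ± 67.2. In both sets the fold in co-infection was above the sum. The difference in sign is gone with folds of the group means (8.56), under normexp and quantile normalization (3.82), without animal 2 (8.45) and on another probe of IL6 (12.8), chosen after seeing the values, and remains under the other normalizations and without animal 1, 3 or 4.

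Several genes that the paper calls were in the same direction here and not past the adjusted threshold. In BMDCs with S. suis, CCL3L1, CCL14, CCL8, AMCF-II, CXCL8, IL6, IL1B, IL12B, IFNB1, IRF1 and NLRP3 were called with an unadjusted p and with the animal as a block. CCL4, CCL20 and IL23A were called there too and under the 75th percentile scaling, the deposited table, the filter on dim probes and VSN of the background-subtracted signal, which was chosen after seeing the values. CXCL2 was called with an unadjusted p, with the block and under the filter, PTGS2 with the block alone, IFNA1 with an unadjusted p alone and IL15 under none. Without animal 3, CCL3L1, CCL4, CCL14, CCL20, CXCL2, AMCF-II, CXCL8 and IL1B were called, all but CXCL8 also without its mock-infected array, CCL4, CCL20 and CXCL2 also without its PRRSV array, and CCL20 and IFNB1 without the S. suis array of animal 4.

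In co-infected BMDCs, CCL8, CXCL2, IL1B, CXCL8, IFNA4, IFNA1, AMCF-II, IL6, IL15, PTGS2, RSAD2, GBP1, IFIT1, IFIT2, MX1, MX2, DDX58 and IFIH1 were called with an unadjusted p and with the block, and IFIT3 and OAS2 with the block alone. The filter on dim probes also called CCL8, CXCL2, IL1B, CXCL8, IFNA4 and IFNA1. The 75th percentile scaling and VSN of the background-subtracted signal, chosen after seeing the values, called CCL8, CXCL2 and IL1B, the deposited table CCL8 and CXCL2, and the slide as a random block these and IFNA1. Without animal 3, CCL8, CXCL2, AMCF-II, CXCL8, IL1B and PTGS2 were called, all but PTGS2 also without its mock-infected array, and CCL8, CXCL2, CXCL8 and IL1B also without its PRRSV array. CCL8 was also called without the S. suis or the co-infected array of animal 4, and IFNA1 without the latter or the PRRSV array of animal 2 or 4. With PRRSV, IFNA1, IRF1, CCL4, CCL20, IL15, PTGS2, IFNA4, RSAD2, GBP1, the IFIT genes, MX1, MX2, DDX58, IFIH1 and NOD2 were called with an unadjusted p and with the block, IFNA1 also under the filter on dim probes, IRF1 also under the filter, the deposited table and the added VSN, CCL4 also without animal 3 or its mock-infected array, IFNA1 also without the co-infected array of animal 4, and OAS2 under none.

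In monocytes with S. suis, IL23A, CCR3 and PTGS2 were called with an unadjusted p and with the block, and CCL5 also under normexp and quantile normalization and the VSN chosen after seeing the values. In co-infection, CCL5, CCR3, PTGS2 and CYP1A1 were called with an unadjusted p and with the block. IL12B in both comparisons and IL23A in co-infection were called in these and under the 75th percentile scaling, normexp and quantile normalization, the deposited table, the filter on dim probes and the same VSN, and IL12B in co-infection also without the mock-infected or the S. suis array of animal 2.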

Other observations

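The counts of other splits of the arrays and the slide and the animal as a block were planned. The tests of cell markers, of the signal within slides, of the paper's lists, of genes picked in other animals, of arrays of one animal and of the host defense genes as a set were chosen only after the results were seen. Against mock, the real split alone called as many genes among the 8 splits that part the 4 animal pairs, for both directions with S. suis and in co-infection in both cell types and with PRRSV in BMDCs (1 of 8 each), and for co-infection against S. suis alone in BMDCs (1 of 8). This share can never be under 0.125, so chance cannot be excluded with these splits. For monocytes with PRRSV, in both directions, and for co-infection against S. suis alone in monocytes, all 8 of 8 called as many, where the real split called 0. For the interaction in BMDCs and in monocytes, 100 of 100 splits did. In monocytes, a split of animals 1 and 2 against 3 and 4 in co-infection and S. suis called 3944 genes, and 3 of the 4 arrays on a side of it lay on slide 4. The real split calls 0 both without and with the slide as a block, so that the block tests nothing there.

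T lymphocyte and red cell genes were lower in monocytes with S. suis. The 7 T lymphocyte markers had a median log2 change of -1.38 and the 3 red cell markers of -2.73, while the 4 B lymphocyte markers changed by 0.33 (between -0.17 and 0.77) and the 3 cytotoxic ones by -0.44. In co-infection these were -1.38, -2.78, 0.52 and -0.22. The 3 monocyte markers changed by -0.94 with S. suis, with CD163 at -1.57, and by -0.16 in co-infection. As the B lymphocyte markers did not fall, fewer lymphocytes as a whole is argued against. A loss of T lymphocytes or red cells alone may remain and was not tested. In mock-infected monocytes CD3D had a level of 6.86, CD247 of 7.31 and HBE1 of 7.41, against 15.77 for CD14 and 16.82 for CD163. CD72, counted with the B lymphocytes, had a level of 15.11, near that of CD14, and how many of the others monocytes also express was not tested.

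The arrays of monocytes with S. suis had the lower upper quartile on 4 of 4 slides, with ratios of 0.783, 0.605, 0.848 and 0.662, and on each slide the arrays with and without S. suis did not overlap, which is 1 of 256 orders within the slides and argues against the slide as the cause. Whether less RNA or the response of the cells is behind it was not tested.

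Of the folds that S1 to S4 Tables print for accessions with 1 probe, 96.7% of 705 lay within rounding of the deposited group means, so that the printed folds may come from the deposited values. Of the 939 calls that the tables mark and that are on the array, 96.1% had an unadjusted p within the threshold on the deposited values, 34.4% an adjusted p and 88.0% an adjusted p with the animal as a block. Of the 17 calls with PRRSV in monocytes, 16 had an unadjusted p within the threshold and 1 (5.88%) an adjusted p with the animal as a block, which argues against the paired fit as the source of these calls. On the deposited values an unadjusted p called 366 higher genes with S. suis in BMDCs, where the paper reports 113. The 366 include names without a gene symbol, which the lists may leave out. Of the names called in the main fits and absent from the lists, few carry a symbol. They were 0 of 12 in BMDCs with S. suis, 7 of 231 in co-infected BMDCs and 7 of 196 in monocytes with S. suis. The gap between 366 and 113 thus cannot decide whether an unadjusted p is the source, which stays open. Whether the lists leave genes out was not tested directly.

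In BMDCs co-infection lay below the product of the single effects for genes that rose 2-fold or more with both. Genes picked in 2 of the animals had a median log2 interaction of -1.09 there and of -0.50 in the other 2 animals, with a range of -0.96 to -0.22 over the picks. Chance in the shared mock-infected arrays may explain a part of it, as the median over the picks is nearer to 0 in other animals. The dimmer genes had -0.24 (between -0.67 and 0.17) and the brighter ones -0.82, so that a compressed signal near the top may add to it. Neither explanation can be told apart from a joint effect below the product, since the median in other animals was below 0 for 6 of 6 picks but kept 50% or more of its size in 3 of 6, and the range for the dimmer genes includes 0.

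In BMDCs the lowest correlation of deviations between arrays of an animal was 0.600, which is consistent with levels that differ between animals before infection and with the additional calls of the paired fit. The 10 host defense genes that PRRSV raised in BMDCs had a median log2 change of 0.04 in monocytes with PRRSV, with 5 of 10 higher (5 to 6 under the other scalings). The set test (fry of limma) gave 0.395 as p, or 0.0738 with the animal as a block. A rise too small to be called cannot be told apart from none, as the genes went both ways. The PRRSV and mock-infected arrays of monocytes also shared no slide, so that slide and infection cannot be told apart. With S. suis the set was lower by fry in monocytes, at 0.237, or 0.0150 with the block, and in co-infection it gave 0.716, or 0.290 with the block.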
